# Epigenetic regulation of innate immune memory in microglia

**DOI:** 10.1186/s12974-022-02463-5

**Published:** 2022-05-14

**Authors:** Xiaoming Zhang, Laura Kracht, Antonio M. Lerario, Marissa L. Dubbelaar, Nieske Brouwer, Evelyn M. Wesseling, Erik W. G. M. Boddeke, Bart J. L. Eggen, Susanne M. Kooistra

**Keywords:** Microglia, Chromatin, Tolerance, Priming, Innate immunity, Neuroinflammation

## Abstract

**Background:**

Microglia are the tissue-resident macrophages of the CNS. They originate in the yolk sac, colonize the CNS during embryonic development and form a self-sustaining population with limited turnover. A consequence of their relative slow turnover is that microglia can serve as a long-term memory for inflammatory or neurodegenerative events.

**Methods:**

Using ATAC-, ChIP- and RNA-sequencing, we characterized the epigenomes and transcriptomes of FACS-purified microglia from mice exposed to different stimuli. A repeated endotoxin challenge (LPS) was used to induce tolerance in microglia, while genotoxic stress (DNA repair deficiency-induced accelerated aging through Ercc1 deficiency) resulted in primed (hypersensitive) microglia.

**Results:**

Whereas the enrichment of permissive epigenetic marks at enhancer regions could explain training (hyper-responsiveness) of primed microglia to an LPS challenge, the tolerized response of microglia seems to be regulated by loss of permissive epigenetic marks. We identify that inflammatory stimuli and accelerated aging as a result of genotoxic stress activate distinct gene networks. These gene networks and associated biological processes are partially overlapping, which is likely driven by specific transcription factor networks, resulting in altered epigenetic signatures and distinct functional (desensitized vs. primed) microglia phenotypes.

**Conclusion:**

This study provides insight into epigenetic profiles and transcription factor networks associated with transcriptional signatures of tolerized and trained microglia in vivo, leading to a better understanding of innate immune memory of microglia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02463-5.

## Background

Microglia are of myeloid lineage and are long-lived tissue-resident macrophages of the central nervous system (CNS) parenchyma [1].

Macrophages possess innate immune memory (IIM). IIM describes the concept that macrophages, after experiencing a primary ‘priming’ or ‘desensitizing’ stimulus, react with a stronger (immune training) or weaker (immune tolerance) immune response to a subsequent stimulus [2, 3]. IIM was discovered and has been extensively described in blood-derived monocytes/macrophages [4–8].

Similar functional states have been described for microglia in mouse models [2, 9]. Primed microglia can be elicited in mouse models of prion disease [10], neurodegeneration [11, 12], natural aging [13] and neuronal genotoxic stress-induced accelerated aging [14]. When these mice experienced a peripheral lipopolysaccharide (LPS) challenge, microglia exhibited an excessive immune response manifested by increased expression of pro-inflammatory cytokines, called microglia training [10, 11, 13, 14]. Oppositely, mouse microglia can be desensitized with LPS [15–17]. After a secondary challenge, in the form of LPS [16, 17], traumatic brain injury [15] or cerebral ischemia [18], microglia display immune tolerance which is defined by a reduced immune response. Interestingly, In vitro studies with primary microglia suggest that the dosage and timing of pathogen exposure is decisive for the emergence of immune training or tolerance ([19, 20]). Whether this is also the case in vivo, remains to be determined. 

Microglia are implicated in CNS development, and neurodevelopmental and neurodegenerative diseases [21–27]. It is especially interesting to investigate microglia IIM in this context. The combination of perturbations like maternal immune activation during vulnerable periods of CNS development together with the occurrence of multiple stimuli over a long period of time is thought to cause neurodevelopmental or neurodegenerative diseases. Microglia are the prime cells that respond to CNS stimuli since they express a wide range of cell surface receptors and adhesion molecules (homeostatic gene signature) through which they can sense those endogenous and exogenous stimuli [28–34].

Epidemiologic studies report that infections during specific periods of pregnancy increase the risk for the child to develop neurodevelopmental disorders, like autism or schizophrenia [35]. Mouse models of maternal immune activation suggest a role for microglia IIM in this process [2, 36]. Peripheral LPS challenge of pregnant mouse dams caused preconditioning of offspring microglia which long-lastingly affects microglia LPS responsiveness in adult offspring and also caused behavioral abnormalities [16].

In case of neurodegenerative diseases, genetic risk loci are generally immune-related [37, 38] and specifically enriched in microglia [39]. A common gene signature was identified in multiple mouse models of neurodegenerative diseases, aging and priming and encompasses genes, such as *Axl*, *Clec7a* and *Mac2* [27]. This microglia transcriptional phenotype is orchestrated by the APOE–TREM2 pathway and is associated with altered phagocytic and lysosomal activity, and lipid metabolism [27, 40–42]. Given the chronic nature of neurodegenerative diseases, it is hypothesized that microglia are trapped in a primed/trained state ultimately leading to neurotoxicity [43, 44]. This hypothesis was recently confirmed by the observation that induction of priming of microglia in early adulthood caused exacerbation of Aβ pathology later in life, whereas desensitization of microglia diminished Aβ pathology in a mouse model of AD [11]. Current studies suggest microglia priming and tolerance to have neurotoxic [11, 16] or neuroprotective [11, 15, 18] consequences, respectively. However, these outcomes should not be generalized and the effects of microglia tolerance and priming on neuronal viability need to be elucidated in a context-specific manner [2].

Both tolerant and trained immunity of peripheral macrophages are long-lasting changes in functionality that are instructed by epigenetic reprogramming [6, 8, 45–47]. Though epigenetic programming has been clearly implicated in the segregation of microglia from other tissue-resident macrophages in both mouse and human [31, 32, 34], little is known about the changes in epigenetic signatures in microglia in response to (systemic) immune stimuli or endogenous neuronal damage and how epigenetic memory serves to change subsequent responses. Since microglia are relatively long-lived cells [48, 49], experience of past stimuli is long-lastingly secured in the microglial epigenome and can thus have persistent consequences on microglia functionality and neuronal viability. Several lines of evidence suggest a role for epigenetic regulation of microglia functional states [11, 17, 22, 41, 50–52].

To delineate the gene networks and associated epigenetic signatures and transcription factors that underlie functional microglia states of priming and tolerance, we acutely isolated microglia from mice challenged with LPS and from accelerated aging mice and analyzed their transcriptional and chromatin status at a genome-wide level.

## Methods

### Animals

Animals were conventionally housed in macrolon cages with open top under a 12/12 h light/dark cycle (8 p.m. lights off, 8 a.m. lights on) with ad libitum access to food and water. Climate in the animal facility was controlled and temperature set at 21 °C.

#### Tolerance induction

Male C57BL/6J mice were obtained at the age of 7–9 weeks with weights in the range of 25–30 g (Envigo, Horst, The Netherlands). Upon arrival, a minimum acclimatization time of 2 weeks was ensured, where mice were monitored weekly in terms of general appearance and weight. All animals were housed individually to prevent fighting induced wounds and inflammation and randomly assigned to experimental conditions.

To induce endotoxin tolerance, mice received 1 mg/kg body weight LPS (Sigma-Aldrich, *E. coli* 0111:B4, L4391) diluted in dPBS (Lonza, BE17512F) to a total volume of 200 µL by intraperitoneal injection. Immediately following LPS administration, mice were housed in a recovery cabinet at 26 °C for 24 h. The weight and general health of injected animals were monitored daily until the body weight was completely restored (usually within 7 days), and monitoring was continued after recovery at a weekly basis. All control mice received 200 µL dPBS by intraperitoneal injection. After 4 weeks, the mice received a second injection with either dPBS or LPS (1 mg/kg body weight, diluted in 200 µL dPBS).

#### Obtaining primed microglia

*Ercc1* transgenic mice [53] were bred in house by crossing *Ercc1*^wt/*292^ mice (FVB background, the *292 allele is hereafter indicated with Δ) with *Ercc1*^*wt/ko*^ mice (BL6 background) as previously described [14]. The offspring were genotyped after weaning using the primers listed in Table 1. *Ercc1*^*Δ/ko*^ were used as experimental mice while littermates with *Ercc1*^*wt/Δ*^, *Ercc1*^*wt/ko*^ or *Ercc1*^*wt/wt*^ genotypes were used as control. All the mice were group-housed in conventional cages. Initially, mice were monitored weekly, which increased to twice per week after the aging-related symptoms appeared. Accelerated aging in Ercc1 animals was monitored by gradual weight loss during aging and the occurrence of motor abnormalities, including clasping of the hind-limbs when lifted by the tail. Bottles with long drinking spouts were provided to prevent dehydration of *Ercc1*^*Δ/ko*^ animals. At 11–12 weeks of age, the mice received 1 mg/kg body weight LPS or dPBS as described above. Immediately following LPS administration, mice were temporarily housed in a recovery cabinet at 26 °C.

**Table 1:** *Ercc1* genotyping primers

Allele	Product size	Forward primer 5′–3′	Reverse primer 5′–3′
*WT*	246 bp	AGCCGACCTCCTTATGGAAA	ACAGATGCTGAGGGCAGACT
*KO*	390 bp	TCGCCTTCTTGACGAGTTCT	ACAGATGCTGAGGGCAGACT
292* (Δ)	530 bp	TCGCCTTCTTGACGAGTTCT	CTAGGTGGCAGCAGGTCATC

All animals were killed under deep anesthesia (4% isoflurane with 7.5% O_2_) and perfused with cold dPBS exactly 3 h after the last injection.

### Microglia isolation and flow cytometry

Microglia were isolated as previously described [54]. After perfusion, brains were removed from the skull and kept in cold medium A (HBSS (Gibco, 14170-088) with 0.6% glucose (Sigma, G8769) and 7.5 mM HEPES (Lonza, BE17-737E)). All subsequent steps were performed on ice, centrifugation was at 4 °C. Brains were dissociated using a Potter–Elvehjem tissue homogenizer after which the homogenate was passed over a 70 µM cell strainer (Corning, 352350) and pelleted by centrifugation at 220×*g* for 10 min. Next, myelin was removed by resuspending the pellet in 25 mL 24% Percoll (Fisher, 17-0891-01) in medium A (1 × final concentration) with 3 mL PBS layered on top, followed by centrifugation for 20 min at 950×*g* (acceleration 4 and brake 0). The microglia enriched cell pellets were incubated with CD11b-PE (clone M1/70, eBiosciences, 12-0112-82), CD45-FITC (clone 30-F11, eBiosciences, 11-0451-82), and Ly6c-APC (clone HK1.4, Biolegend, 128016) antibodies for 30 min on ice. Then the cells were washed once in medium A without phenol red and filtered into FACS tubes. Microglia were sorted by gating the DAPI^neg^CD11b^high^CD45^int^Ly6c^neg^ cells using the Beckman Coulter MoFlo Astrios or XDP. Microglia were collected in siliconized Eppendorf tubes (Sigma, T3406-250EA) containing medium A. Flow cytometry data were analyzed using FlowJo Analysis Software.

### RNA isolation and RNA sequencing

Total RNA was isolated using a Qiagen RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer’s instructions. For every sample, we sorted 50.000 microglia into a separate tube for qPCR validation of an inflammatory response and collected the remaining microglia (usually 200.000–300.000 microglia per brain from wt animals and 150.000–200.000 for Ercc1Δ/ko animals) into another tube for RNA-seq. Quantification of the RNA showed the concentration of isolated RNA for sequencing was on average 3 ng/ul. 

#### Endotoxin tolerance

The quality of the total RNA was determined using an Experion (Biorad). All included samples had an RNA quality indicator > 6. Sequencing libraries were generated with a TruSeq RNA library prep kit (Illumina, RS-122-2001). Pooled libraries were sequenced with a HiSeq Rapid SBS kit (50 cycles, Illumina, FC-402-4022) using single reads on a HiSeq 2500 (Illumina).

#### Priming/Ercc1 knockout

The quality of total RNA samples isolated from *Ercc1*^*Δ/ko*^ mice was determined on a LabchipGX (PerkinElmer). All included samples had an RNA quality score > 5. Sequencing libraries were generated using NEXTflex® Rapid Illumina Directional RNA-Seq Library Prep Kit (BiooScientific, NOVA-5138-10) with polyA selection. Pooled libraries were sequenced using the NextSeq 500/550 High Output v2 kit (75 cycles, Illumina, FC-404-2005) with single reads on a NextSeq500 (Illumina).

### RNA-sequencing analysis

Samples (n = 3 per condition) were processed using our *in-house* pipeline, where quality control was performed with FastQC (v0.11.8). Adapter sequences were removed with bbduk (v38.69). The Ensembl genome *Mus musculus* (GRCm38.82) was used for alignment (STAR v2.7.3a, [55]). Sorting of the aligned reads was done with bamsort tool from biobambam2 tools (v2.0.95). featureCounts (v2.0.0, [56]) was used to quantify the reads. Picard (v1.130, [57]) and samtools were used to perform the quality control check and the generation of the fastq files. Downstream analyses were performed using R/Bioconductor packages (v.3.11), as briefly summarized. Specific functions from EdgeR (v3.30.3, [58]) were used for data normalization and calculation of rpkm expression values. Log2-CPM values and mean–variance relationship were calculated with the voom WithQualityWeights function from limma (v3.44.3, [59]). Unwanted/hidden sources of variation were removed using sva (v3.36.0, [60]). Differential expression analysis was performed using limma. Annotation was performed with biomaRt [61]. For plotting purposes, genes with a logFC > 1 and FDR < 0.01 were considered differentially expressed.

Clustering analysis was performed using the ward.D2 clustering method and Manhattan distance as clustering metrics. Heat maps were assembled using the pheatmap package (v1.0.12, [62]). The optimal number of gene clusters was estimated upon visual inspection of the heat maps. Gene ontology enrichment analysis of the gene clusters was performed with the ‘enrichGO’ function of the clusterProfiler package (v3.16.1, [63]). PCA plots, scatterplots and dotplots were made with the package ggplot2 (v3.3.2, [64]) and standard plot functions from R.

To visualize the overlap of differentially expressed genes of different comparisons (Additional file 2: Fig. S2E), gene lists of the indicated comparisons were ranked based on expression level. Following, percentiles were assigned to the ranked genes and Δpercentiles were calculated by subtracting percentiles of each gene from the two indicated comparisons. The results were depicted in a volcano plot, where the dots are differential expressed genes (logF > 1, FDR < 0.01) in the indicated comparison and the color of the dots shows overlap of gene expression levels from the two indicated comparisons.

For the Venn diagram in Fig. 5a, only upregulated genes of the PL versus PP, KO-PBS versus WT-PBS and KO-LPs versus WT-LPS differential gene lists (Additional files 5, 6) and genes of cluster 2 and 4 of the tolerance moue model (Additional file 7) were use. The Venn diagram was made with the ‘venn’ function of the gplots package (v3.1.0 [65]).

### ChIP-sequencing

The procedure of chromatin immunoprecipitation has been described previously [17]. Sorted microglia were fixed in 1 mL 1% formaldehyde diluted in dPBS at 20 °C for 10 min and fixation was stopped by adding glycine to a final concentration of 0.125 M glycine. Fixed cells were washed twice by 1 mL cold dPBS, and then lysed with cell lysis buffer (5 mM Pipes, pH 8.0; 85 mM KCl; 0.5% NP-40) by incubating on ice for 10 min. At the end, the cells were lysed in 250 µL nuclear lysis buffer (50 mM Tris.HCl, pH 8.1; 10 mM EDTA, pH 8.0; 1% SDS) to obtain the crosslinked chromatin. Chromatin was sonicated using a Bioruptor (Diagenode) at “high” power for 20 min (30 s on and 30 s off, for 20 cycles) at 4 °C. Chromatin from animals within the same treatment group was pooled (5 animals per pool) and precleared using protein A agarose beads (25%, diluted in ChIP dilution buffer; Protein A Agarose/Salmon Sperm DNA, Millipore, 16-157). Following preclearing, chromatin was distributed over separate tubes for incubation with antibodies. Chromatin corresponding to approximately 200.000 microglia per ChIP was incubated overnight at 4 °C (final buffer composition during antibody incubation was 0.1% SDS; 1% Triton-X-100; 2.4 mM EDTA; 20 mMTris.HCl, pH 8.1; 150 mM NaCl) with antibodies for specific histone modifications (the information of antibodies is available in Table 2, the specificity of antibodies have been checked for H3K27me3 peptides, the information of these peptides is listed in Table 2). The chromatin incubated with IgG was used as negative control while the chromatin saved without antibody incubation served as input. The next day, immune complexes were precipitated with 80 µL protein A beads (25%) for 2 h at 4 °C, washed by low salt wash buffer (150 mM NaCl; 0.1% SDS; 1% Triton-x-100; 2 mM EDTA, pH 8.0; 20 mM Tris.HCl, pH 8.1), high salt wash buffer (500 mM NaCl; 0.1% SDS; 1% Triton-x-100; 2 mM EDTA, pH 8.0; 20 mM Tris.HCl, pH 8.1), LiCl wash buffer (0.25 M LiCl; 1% NP-40; 1% Na-deoxycholate; 1 mM EDTA; 10 mM Tris.HCl, pH 8.1), and TE (10 mM Tris.HCl, pH 8.0; 1 mM EDTA, pH 8.0). After the chromatin was eluted from the beads, the precipitated chromatin was de-crosslinked overnight at 65 °C. Afterwards, RNase A (ThermoFisher, EN0531) and Proteinase K (Sigma, P2308) were added. Finally, the DNA was purified by GeneJET PCR purification kit (ThermoFisher, k0701).

**Table 2:** Antibodies used for ChIP

Antibody	Supplier	Full name	cat #	lot #
H3K4me1	Abcam	Anti-Histone H3 (mono-methyl K4) antibody—ChIP Grade	Ab8895	GR193737-1
H3K4me3	Millipore	Anti-trimethyl-Histone H3 (Lys4)	07-473	2117175
H3K27ac	Abcam	Anti-Histone H3 (acetyl K27) antibody—ChIP Grade	Ab4729	GR200563-1
H3K27me3	Millipore	ChIP Ab + ^tm^ Trimethyl-Histone H3 (Lys27)	17-622	2325081

Sequencing libraries were generated from the purified DNA by MicroPlex Library Preparation Kit v1 × 12 (Diagenode, C05010010) for tolerized samples or MicroPlex Library Preparation Kit v2 × 12 (Diagenode, C05010012) in case of primed samples. The libraries were quantified by Agilent 2100 Bioanalyzer, pooled and sequenced with a HiSeq Rapid SBS kit (50 cycles, Illumina, FC-402-4022) using single reads on a HiSeq 2500 (Illumina).

### ATAC-sequencing

ATAC-sequencing libraries were generated using Nextera^®^ DNA Sample Preparation Kit (Illumina, FC-121-1030) following the methods described by [66, 67]. A total number of 80,000 microglia were pooled from two animals (40,000 cells from each) and collected in Eppendorf tubes containing 300 µL medium A. Cells were pelleted by centrifugation (10 min, 4 °C, 500×*g*), resuspended in 50 μL of cold lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) and immediately centrifuged as before. Next, nuclei were resuspended in 50 μL transposition reaction mix (1 × TD reaction buffer, 2.5 μL TN5 transposase) and incubated at 37 °C for 30 min. Immediately following transposition, the DNA was purified using a minElute PCR purification kit (Qiagen, 28004) following the manufacturer’s instructions. The transposed DNA fragments were further amplified and barcoded [66, 67] and purified with a ChIP DNA Clean and Concentrator kit (Zymo, D5205). The fragments were run on 2% E-Gel™ EX agarose gels (Thermo Fisher scientific, G521802) and 150–600 bp fragments were excised, followed by purification with Zymoclean™ Gel DNA Recovery Kit (Zymo, D4007). Library concentration was determined with an Agilent 2100 Bioanalyzer after which 8 samples were pooled and sequenced using HiSeq Rapid SBS Kit v2 (50 cycles) using paired end reads on a HiSeq2500 (Illumina).

### ChIP- and ATAC-sequencing analysis

ATAC and ChIP samples were aligned to the *Mus musculus* genome (mm10/GRCm38) with the use of Bowtie 2 (v2.3.5.1 [68]) using the very-sensitive flag. Bamsort and bammarkduplicates from biobambam2 tools (v2.0.95) were used to sort the aligned files and to remove duplicated reads. Samtools (v.1.1.0, [69]) was used to remove low quality (*q* < 30) and blacklisted alignments. For Chip-seq data, peak calling was performed using the JetBrains SPAN peak analyzer (v.0.11.0) using default parameters, which were later manually refined upon visual inspection using the JetBrains JBR browser (v.1.0 beta) on each sample. BigWig files were generated using deepTools bamCoverage (v.3.5.0) with RPGC normalization. ATAC-seq peaks were called using Genrich (v.0.5) with the ATAC-seq mode (-j switch), and -p parameter set to 0.01. Differential peak calling for ChIP- and ATAC-seq were performed with manorm (v.1.3.0, [70]). The annotation of differential peaks was performed with the annotatePeaks function from R/Bioconductor ChIPseeker package (v1.24.0, [71]).

Analysis of differential transcription factor binding sites accessibility and classification of transcription factors into activators, repressors or undetermined was performed with the diffTF package (v1.7.1, [72]) based on ATAC- and RNA-seq data.

ChIP- and ATAC-seq peaks are visualized with the JetBrains SPAN peak analyzer.

The heatmap in Fig. 5c is based on the diffTF output in Supplemental file 6 & 8. The row z-score was calculated from weighted mean differences of ATAC peaks from the indicated comparison. Following, in each comparison non-significant differential peaks (adjusted *P* value > 0.001) and TF classified as ‘not-expressed’ were omitted. The row z-scores of significant differential accessible regions (adjusted *P* value > 0.001) of putative transcriptional activators, repressors and undetermined TFs are visualized in a heatmap assembled with the ‘Heatmap’ function of the ComplexHeatmap package (v2.4.3 [73]).

## Results

### LPS desensitization and accelerated aging result in distinct transcriptional responses in microglia

In mouse, previous data indicated two distinct microglia functional states of ‘desensitization’ induced by an intraperitoneal LPS challenge [17] and ‘priming’ during accelerated aging resulting from deficiency of the DNA-damage repair protein Ercc1 [14]. These different functional states can be unmasked by a (secondary) LPS stimulus resulting in a ‘tolerant’ or ‘trained’ immune response, respectively, and were so far characterized based on the analysis of limited sets of genes by qPCR [14, 17]. For several tested inflammatory genes, such as *Il1b*, *Tnf*, and *Il6*, the initial stimulus determined whether microglia show a dampened or enhanced response to (secondary) LPS treatment. However, the genome-wide transcriptional remodeling in desensitized and primed microglia and its effect on responsiveness to future inflammatory exposure are unknown. Therefore, we performed RNA-sequencing on acutely isolated, FACS-purified microglia (Additional file 1: Fig. S1) from mice that were either recurrently treated with LPS with a 1-month interval, or from *Ercc1*^*Δ/ko*^ mice that were stimulated with LPS near the end of their lifespan at 10–12 weeks of age (Fig. 1A).

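Sorted microglia of 24 mice gave 1 RNA library each, 12 for recurrent LPS injection and 12 for the Ercc1 mutant, with 3 mice per group. In the recurrent model, C57BL/6J males received 2 intraperitoneal injections 4 weeks apart, each of PBS (P) or LPS at 1 mg/kg (L), and the groups PP, LP, PL and LL are named by that order. Brains were taken 3 h after the last injection, and microglia were sorted as CD11b-high, CD45-intermediate and Ly6C-negative cells. The authors aligned the reads with STAR to GRCm38 and counted them per gene with featureCounts, and the deposited tables hold unscaled expected counts, in which reads that fit several places or genes are shared out as fractions. Total counts per library were 4961195 to 15161153 (median 8470128) in PP, 4902722 to 15307836 (median 6057058) in LP, 7374979 to 12530313 (median 7451175) in PL and 4530395 to 8600744 (median 6859827) in LL. The counts were rounded to whole numbers and scaled by TMM, and each gene's level is given in CPM, the counts scaled to a common library total, with the SD over 3 mice. All 12 libraries of the model were fitted together, and the 16096 genes with enough counts were tested with edgeR's quasi-likelihood test. A gene is called changed at an adjusted p under 0.01 and a log2 fold change above 1 or below -1, the thresholds the paper gives for its plots. Members of 23 lists of genes are counted as higher or lower at an adjusted p under 0.05 with no minimum fold change. The lists, the groups compared, the tests between these groups and all but 1 of the alternative settings were fixed before the data were examined. Because 1 estimate of the spread is shared by all groups, the precision of each group rests on all libraries of the model. On simulated data of the same depths, 77% of genes changed by a log2 fold of 1.5 and 94% of those changed by 3 were called for PL versus PP, with 0 false calls.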

**Fig. 1:**
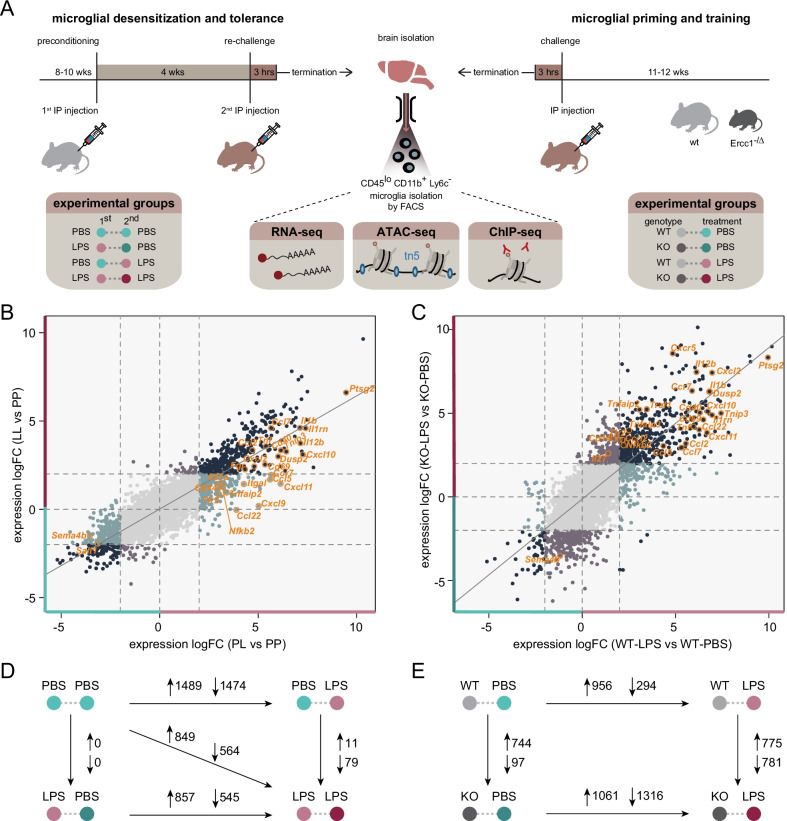
LPS desensitization and accelerated aging result in distinct changes of the microglia immune response. **a** Graphic representation of the mouse models and treatment groups. A pure microglia population was isolated by FACS and subjected to RNA, ATAC, and ChIP-sequencing analysis. **b**, **c** Four-way plots depicting changes in gene expression in microglia isolated from LPS-injected naive and pre-conditioned mice (*n* = 3 per experimental condition) (**b**) and *Ercc1*^*Δ/ko*^ and control mice (*n* = 3 per experimental condition) (**c**). Every gene is represented by an individual dot. Differentially expressed genes (LogFC > 2) are labeled with different colors indicating their respective expression changes. Dark blue dots indicate genes differentially expressed in both comparisons; turquoise (PL versus PP and WT-LPS versus WT-PBS) and lavender (LL versus PP and KO-LPS versus KO-PBS) dots represent genes differentially expressed in one of the comparisons. Several relevant genes are highlighted. **d**, **e** The number of differentially expressed genes (LogFC > 1 and FDR < 0.01) between treatment groups in the endotoxin tolerance (**d**) and *Ercc1*^*Δ/ko*^-induced microglia priming models (**e**). Upward arrows indicate increased gene expression, downward arrows indicate decreased gene expression in the condition where the large arrow points to

For the tolerance model, we analyzed four treatment groups: the controls that were treated with PBS twice (PP), mice that were treated with LPS and after 1 month with PBS (LP) to investigate desensitization, mice treated with PBS followed by LPS after 1 month to determine the acute response to LPS (PL) and mice that were treated with LPS twice with a 1-month interval between challenges (LL) to identify the tolerant response (Fig. 1A). As has been previously described, after LPS injection, the animals experienced temporal peripheral inflammation, sickness behavior and weight-loss due to decreased food and water intake [74] (Additional file 2: Fig. S2A, S2B). I.p. injection of LPS resulted in significant changes in gene expression in microglia after 3 h (Fig. 1B, D; Additional file 2: Fig. S2C, Additional file 5). 

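Within 3 h of LPS, the microglia of PL mice held far more transcript of secreted inflammatory signals than those of PP mice. Il1b (ENSMUSG00000027398), which encodes the pyrogenic cytokine interleukin-1 beta, rose from 3.09 ± 0.348 CPM in PP to 466 ± 212 CPM in PL (SD, n = 3 each), a log2 fold change of 7.20 (standard error 0.33, adjusted p = 1.2e-09) from edgeR's quasi-likelihood test. Tumour necrosis factor Tnf (ENSMUSG00000024401), interleukin-6 Il6 (ENSMUSG00000025746) and the p40 subunit of interleukin-12 (Il12b) had log2 fold changes of 5.54, 2.35 and 7.36 (standard errors 0.18, 0.17 and 0.79, adjusted p from 1.6e-10 to 3.4e-06). All 9 measured inflammatory cytokines and all 13 measured chemokines were higher in PL, with median log2 fold changes of 3.40 and 4.91 (9 and 13 when adjusted over the list alone). Cxcl10, an attractant of T cells, and Ccl2, an attractant of monocytes, had log2 fold changes of 7.56 and 4.91 (standard errors 0.35 and 0.32, adjusted p from 1.2e-09 to 3.1e-08). Of the NF-kB family and its inhibitors, the relay between Toll-like receptors and inflammatory genes, 14 of 14 were higher (14 when adjusted over the list alone), among them the inhibitor Nfkbia at 3.44 (standard error 0.12, adjusted p = 2.7e-10) and the subunit gene Nfkb2 at 3.21 (standard error 0.13, adjusted p = 5.4e-10). Immediate early genes, which encode the first wave of transcription factors and phosphatases after a stimulus, were higher in 13 of 15 (13 when adjusted over the list alone), with Fosl2 at 5.37, Ier3 at 6.01 and the phosphatase gene Dusp1 at 6.05. Interferon-stimulated genes, the antiviral programme, were higher in 24 of 25 (24 when adjusted over the list alone), with the antiviral Rsad2 at 3.59 and the guanylate-binding protein gene Gbp5 at 4.02. Markers of neutrophils, a blood cell type, were higher in 5 of 6 (5 when adjusted over the list alone), with S100a9 at 3.77 (standard error 1.27, adjusted p = 0.023), and markers of monocytes in 5 of 6 (5 when adjusted over the list alone). The neutrophil count was 0 with DESeq2, 0 with limma voomWithQualityWeights without sva and 1 in a fit of the PL and PP libraries alone, and it fell to 0 without PP replicate 1, 0 without PP replicate 2, 2 without PL replicate 2 and 0 without PL replicate 3.

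**Figure D1:**
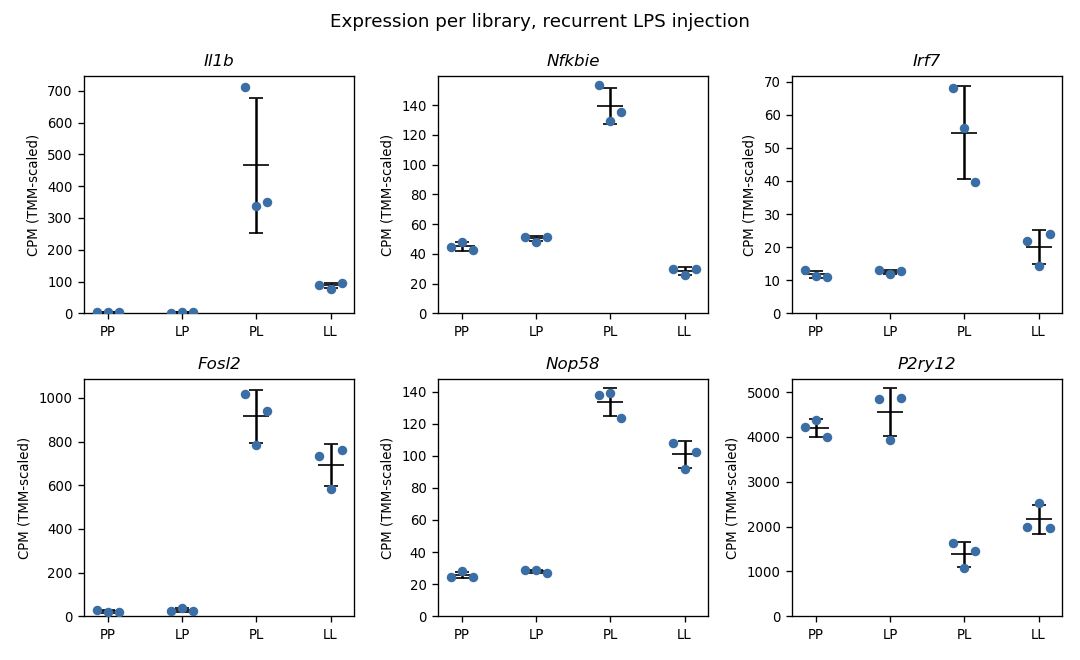
Expression in CPM of 6 genes in each library of the PP, LP, PL and LL groups, with the mean and the SD of 3 mice per group. Il1b, the NF-kB inhibitor gene Nfkbie and Irf7 stand higher in PL than in LL, Fosl2 and Nop58 rise with both LPS injections, and the microglial receptor gene P2ry12 is lower in PL than in PP.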

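At 4 weeks after a single LPS injection, Il1b stood at 3.96 ± 1.20 CPM in LP and 3.09 ± 0.348 CPM in PP (SD, n = 3 each), with a log2 fold change of 0.38 (standard error 0.41, adjusted p = 1) from edgeR's quasi-likelihood test. The homeostatic receptor gene P2ry12 had a log2 fold change of 0.12 (standard error 0.15, adjusted p = 1) and the NF-kB subunit gene Nfkb2 a log2 fold change of 0.12 (standard error 0.13, adjusted p = 1), neither past the test. Among all 16096 genes tested, edgeR called none higher and none lower in LP, 817 genes had an unadjusted p under 0.05 (5.08%, near the share that chance gives), and the smallest adjusted p was 0.4. DESeq2 called 1 gene higher, limma voomWithQualityWeights with sva 1 and edgeR with no filter on low counts 2. No member of any of the 23 lists passed the test over all genes. When adjusted over the list alone, 4 of 25 interferon-stimulated genes, 4 of 17 genes of primed microglia and 4 of 14 genes of antigen presentation were higher in LP. The same adjustment gave 8 of 9 astrocyte markers (median log2 fold change 1.15) and 5 of 5 erythrocyte markers (median 1.26) higher in LP, so the small shifts of the immune lists stand beside shifts in markers of other cells.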

After 1 month, this initial response to LPS had subsided and in terms of the transcriptional program, no significant differences were observed between the PP and LP groups (Fig. 1D; Additional file 2: Fig. S2C, Additional file 5). However, when mice were challenged with LPS for a second time, the response was different from the initial response (Additional file 2: Fig. S2C) and many genes were significantly differentially expressed between PL and LL conditions (Fig. 1B, D; Additional file 5).

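Most measured NF-kB, cytokine, chemokine and interferon-stimulated genes stood lower after the repeated challenge than after the single one. The NF-kB inhibitor genes Tnfaip3 (A20) and Nfkbie, both switched on by NF-kB itself, were higher in PL than in LL with log2 fold changes of 2.52 and 2.296 (standard errors 0.12 and 0.10, adjusted p from 5.9e-08 to 5.9e-08) from edgeR's quasi-likelihood test. For Il1b the difference was 2.42 (standard error 0.24, adjusted p = 4.8e-05), and for Tnf 2.10 (standard error 0.14, adjusted p = 1.8e-06). The T-cell attractants Cxcl10 and Cxcl9 and the costimulatory receptor gene Cd40 had log2 fold changes of 4.503, 3.98 and 3.41 (standard errors 0.28, 0.58 and 0.28, adjusted p from 1.3e-06 to 9.9e-04). Higher in PL were 13 of 14 members of the NF-kB list, 9 of 9 cytokines, 13 of 13 chemokines and 23 of 25 interferon-stimulated genes (14, 9, 13 and 24 when adjusted over the list alone). Immediate early genes were higher in 4 of 15, p53 targets in 4 of 10 and oxidative stress genes in 5 of 15 (7, 7 and 5 when adjusted over the list alone), with Dusp2 at 2.75 (standard error 0.19, adjusted p = 2.4e-06). Homeostatic microglia genes went the other way, lower in PL for 9 of 21 members (11 when adjusted over the list alone), and this count was 1 without LL replicate 2 and 3 without PL replicate 2. Genes of antigen presentation were higher in 6 of 14 (6 when adjusted over the list alone; 3 without LL replicate 2 and 3 without LL replicate 3). Neutrophil markers were higher in 4 of 6 (5 when adjusted over the list alone), but 0 passed without any one of PL replicates 2 and 3 and LL replicates 1, 2 and 3, and the count was 0 with limma and sva and with limma without sva and 1 in a fit of the compared groups alone. In all, 197 genes were called higher in PL than in LL and 30 lower, and with 1 library left out the higher count lay between 119 (without LL replicate 2) and 211 (without PL replicate 3) and the lower count between 1 (without PL replicate 2) and 82 (without PL replicate 3). The lower count was 57 with DESeq2, 98 with no filter on low counts, 6 with limma without sva and 17 in a fit of the compared groups alone.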

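Ercc1 (ENSMUSG00000003549), the DNA-repair gene targeted in this model, was measured in every library. Its level was 9.58, 11.0 and 8.79 CPM in the 3 WT-PBS libraries, 6.36, 5.14 and 8.19 CPM in KO-PBS, 9.82, 7.93 and 8.70 CPM in WT-LPS and 4.67, 5.11 and 6.82 CPM in KO-LPS. The difference between KO-PBS and WT-PBS was -0.57 (standard error 0.20, adjusted p = 0.097) on the log2 scale, not past the test, and that between KO-LPS and WT-LPS was -0.67 (standard error 0.21, adjusted p = 0.0296), from edgeR's quasi-likelihood test. The second of these was not past the test without Control_LPS_149 (adjusted p = 0.098) or Control_LPS_185 (adjusted p = 0.071) or KO_LPS_193 (adjusted p = 0.11) or KO_LPS_194 (adjusted p = 0.097). In the recurrent model it ranged from 11.1 to 19.8 CPM over the 12 libraries. KO mice carried 1 ko and 1 Δ allele, from a cross of FVB and C57BL/6 parents, controls (WT) were littermates with at least 1 intact allele, and all received PBS or LPS at 1 mg/kg 3 h before the microglia were sorted. Single libraries are named by their labels, such as Control_PBS_175, where Control stands for WT. Each group held 3 mice, and total counts per library were 26499201 to 32447412 (median 27938891) in WT-PBS, 18243891 to 30405477 (median 30165322) in KO-PBS, 28276123 to 29704170 (median 28590284) in WT-LPS and 23813193 to 34659337 (median 31307133) in KO-LPS. The paper gives another library kit and sequencer for these mice than for the recurrent model, while the sample labels give 1 kit for both. The 2 models were fitted apart, and 17460 genes were tested here. On simulated data of these depths, 66% of genes changed by a log2 fold of 1.5 and 97% of those changed by 3 were called for KO-PBS versus WT-PBS, with 0 false calls.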

For the microglia priming model, both the *Ercc1*^*Δ/ko*^ mice and their control littermates were treated with PBS (WT-PBS, KO-PBS) to identify priming effects or with LPS (WT-LPS, KO-LPS) to identify training. As we observed previously, deletion of *Ercc1* in itself results in significant changes in gene expression (Fig. 1E; Additional file 2: Fig. S2D, Additional file 6). However, when *Ercc1*^*Δ/ko*^ mice were treated with LPS, the difference between microglia from control and knockout mice was much more pronounced (Fig. 1B, E; Additional file 2: Fig. S2D, Additional file 5).

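Microglia of PBS-treated Ercc1 mutants carried higher levels of interferon-stimulated, proliferation and antigen-presentation genes than those of their littermates. Of the interferon-stimulated genes 25 of 26 were higher in KO-PBS, with a median log2 fold change of 3.34 (26 when adjusted over the list alone). Oas2 and Oas3, sensors of double-stranded RNA, had log2 fold changes of 6.09 and 6.19 (standard errors 0.33 and 0.42, adjusted p from 4.3e-07 to 2.1e-06) from edgeR's quasi-likelihood test, and Irf7, the factor that amplifies interferon production, went from 4.23 ± 1.52 CPM in WT-PBS to 67.6 ± 9.70 CPM in KO-PBS (SD, n = 3 each). Genes of cell division were higher in 26 of 28 (27 when adjusted over the list alone), among them the spindle checkpoint kinase gene Bub1 at 4.15 (standard error 0.49, adjusted p = 2.2e-04) and the kinetochore motor gene Cenpe at 3.08 (standard error 0.42, adjusted p = 6.4e-04). That count was 17 without KO_PBS_642. Antigen presentation was higher in 11 of 15 (12 when adjusted over the list alone), with the class II genes H2-Aa and Cd74 at log2 fold changes of 3.39 and 2.90 (standard errors 0.44 and 0.20, adjusted p from 2.0e-06 to 4.1e-04). Chemokines were higher in 10 of 15 and the T-cell attractant Ccl5 had a log2 fold change of 4.87 (standard error 0.57, adjusted p = 2.0e-04), while 3 of 12 cytokines and 2 of 14 NF-kB members passed (11, 7 and 5 when adjusted over the list alone). The cytokine count was 5 with DESeq2 and 6 with no filter on low counts, and 5 without Control_PBS_175. Targets of p53, which answer to DNA damage, were higher in 4 of 13 (7 when adjusted over the list alone), led by the cell-cycle inhibitor gene Cdkn1a at 2.07 (standard error 0.20, adjusted p = 3.7e-05) and Phlda3 at 3.57 (standard error 0.49, adjusted p = 6.1e-04), and that count was 2 without Control_PBS_171 and 2 without KO_PBS_642. Neuronal markers were lower in 2 of 12 (3 when adjusted over the list alone), with Snap25 at -1.73 (standard error 0.27, adjusted p = 0.0014). In all, 489 genes were called higher and 45 lower in KO-PBS. With 1 library left out, the higher count was lowest at 318 (without KO_PBS_642), and the lower count lay between 21 (without KO_PBS_638) and 98 (without Control_PBS_175). The lower count was 142 with DESeq2, 79 with no filter on low counts and 10 in a fit of the compared groups alone, and this last fit called 247 higher.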

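After LPS, the mutant microglia held higher levels of interferon-stimulated, NF-kB, cytokine and chemokine genes than those of control littermates. All 26 interferon-stimulated genes were higher in KO-LPS than in WT-LPS (median log2 fold change 4.12; 26 when adjusted over the list alone). NF-kB members were higher in 10 of 14 (10 when adjusted over the list alone), with the ubiquitin-binding inhibitor gene Tnip1 at 2.37 (standard error 0.30, adjusted p = 1.4e-04), Nfkbie at 1.79 (standard error 0.22, adjusted p = 9.9e-05) and Nfkb2 at 1.75 (standard error 0.28, adjusted p = 6.4e-04), each from edgeR's quasi-likelihood test. Cytokines were higher in 9 of 12 and lower in 1 (10 higher when adjusted over the list alone), with Il12b at 4.92 (standard error 0.68, adjusted p = 2.6e-04) and the anti-inflammatory Il10 at 5.92 (standard error 1.10, adjusted p = 0.0028). That cytokine count was 4 without Control_LPS_184, 4 without Control_LPS_185 and 4 without KO_LPS_600. All 15 chemokines were higher (15 when adjusted over the list alone), with Ccl22 and Cxcl11 at log2 fold changes of 4.69 and 3.81 (standard errors 0.53 and 0.34, adjusted p from 1.2e-05 to 6.2e-05). Immediate early genes were lower in 6 of 17 and higher in 2 (6 and 2 when adjusted over the list alone), with the growth response factor genes Egr1 and Egr2 at log2 fold changes of -3.33 and -2.15 (standard errors 0.53 and 0.41, adjusted p from 6.4e-04 to 0.0022), and the lower count was 10 with limma and sva and with limma without sva and in a fit of the compared groups alone. Markers of other cells moved too, with 3 of 5 of monocytes higher, and 2 of 8 of border-associated macrophages higher and 1 lower (3, 2 and 1 when adjusted over the list alone). In all, 778 genes were called higher and 725 lower in KO-LPS than in WT-LPS, beside 489 and 45 for the PBS-treated mice. A test of the difference between these 2 genotype contrasts, which is the interaction of genotype and LPS, called 27 genes with a larger and 98 with a smaller change in KO. Larger and smaller go by the sign of the interaction, so a stronger fall after LPS in KO counts as smaller. Of the 98 genes, 17 were called induced by LPS in WT. The larger ones numbered 164 with DESeq2, 80 with no filter on low counts, 132 with limma and sva and 71 with limma without sva, and the smaller ones 388 with DESeq2, 223 with no filter on low counts, 502 with limma and sva and 325 with limma without sva. Among cytokines this test passed for 1 of 12, with a smaller change (1 when adjusted over the list alone). With 1 library left out, the count of larger changes lay between 0 (without KO_PBS_638) and 64 (without Control_PBS_175) and that of smaller ones between 1 (without Control_LPS_184) and 207 (without Control_PBS_175).

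**Figure D2:**
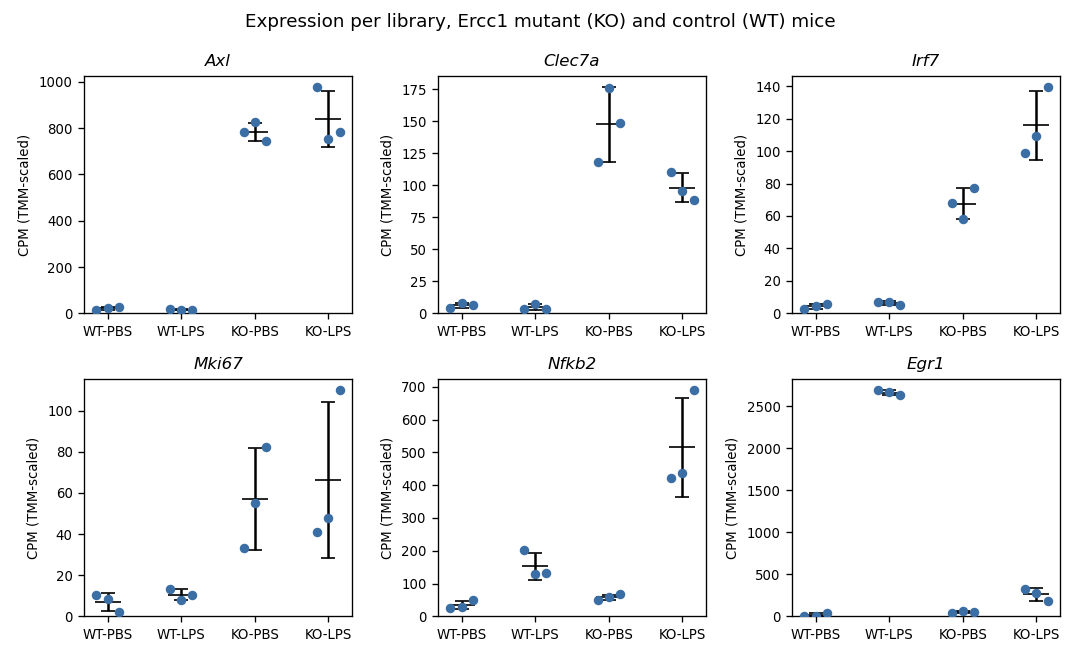
Expression in CPM of 6 genes in each library of the WT-PBS, WT-LPS, KO-PBS and KO-LPS groups, with the mean and the SD of 3 mice per group. Axl, Clec7a, Irf7 and Mki67 are higher in KO with PBS and with LPS, Nfkb2 is higher in KO-LPS than in WT-LPS, and Egr1 is lower in KO-LPS than in WT-LPS.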

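In microglia of control littermates, LPS raised the chemokine gene Cxcl10, the osteopontin gene Spp1 and the NF-kB inhibitor gene Nfkbiz, with log2 fold changes of 6.63, 5.27 and 2.98 (standard errors 0.41, 0.42 and 0.30, adjusted p from 6.0e-07 to 3.3e-05) for WT-LPS versus WT-PBS from edgeR's quasi-likelihood test. NF-kB members were higher in 13 of 14, cytokines in 9 of 12, chemokines in 14 of 15 and immediate early genes in 12 of 17 (14, 10, 14 and 13 when adjusted over the list alone). Interferon-stimulated genes were higher in 9 of 26 (10 when adjusted over the list alone), with Gbp5 at 3.45 (standard error 0.37, adjusted p = 5.3e-05). Homeostatic genes were lower in 2 of 21 (2 when adjusted over the list alone), with the microglial identity factor Sall1 at -1.59 (standard error 0.32, adjusted p = 0.0046). Neuronal markers were higher in 5 of 12 and astrocyte markers in 4 of 9 in WT-LPS (6 and 4 when adjusted over the list alone), with the glutamate receptor gene Grin1 at 4.26 (standard error 0.46, adjusted p = 5.5e-05), and the astrocyte count was 2 without Control_LPS_149 and 2 without Control_LPS_185. In this model, 702 genes were called higher and 255 lower after LPS, and the lower count was 384 with DESeq2 and 152 in a fit of the compared groups alone. With 1 library left out, the higher count lay between 456 (without Control_LPS_149) and 866 (without Control_PBS_175) and the lower count between 150 (without Control_LPS_149) and 314 (without Control_PBS_175).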

The response to an acute LPS stimulus was highly similar in mice of the tolerance (C57BL/6J) and priming (FVB/C57BL/6J) model. Nevertheless, it cannot be fully excluded that the LPS response is slightly affected by the genetic backgrounds of the two mouse strains used in this study.

Many genes differentially expressed between PP versus LP and WT-PBS versus WT-LPS showed very similar changes in expression in response to LPS, after ranking them based on expression level and comparing rank positions between the two groups (Additional file 2: Fig. S2E). 

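Of the 667 genes called higher in WT-LPS than in WT-PBS and the 1394 called higher in PL than in PP, 493 were called in both, against 63.2 for independent lists among the 14718 genes tested in both. Lower were 247 in WT-LPS and 1380 in PL, with 187 in both (23.2 for independent lists), and 1 gene was called in opposite directions. Genes in both lists include the sphingosine kinase gene Sphk1, with a log2 fold change of 7.95 in PL and 8.67 in WT-LPS, and the prostaglandin synthase gene Ptgs2, with 8.80 and 6.95. Across the 14718 genes, the log2 fold changes of the models had Pearson's r of 0.549 and Spearman's rho of 0.514, and 70.2% of genes had the same sign. With no filter on low counts r was 0.221. Genes are not independent replicates, so no p is given. Strain differs between the models, and so do library kit and sequencer by the paper's methods, though the sample labels do not separate the models by kit, so these cannot be told apart.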

With our RNA-sequencing dataset, we confirmed several of our previous findings [14, 27], and replenish this information with complete gene expression profiles of the desensitized and primed microglia phenotype. The opposite regulation of the pro-inflammatory genes *Il1b* in tolerant (LL) and trained (KO-LPS) microglia (Additional file 2: Fig. S2F, S2G) was confirmed. In addition, primed microglia (KO-PBS) showed increased expression of genes belonging to the ‘primed’ gene hub [27], including *Clec7a* and *Axl* when compared to control animals (WT-PBS, Additional file 2: Fig. S2G).

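In microglia of mice challenged once, Il1b on chromosome 2 (GRCm38, 129364570 to 129371139) stood at 466 ± 212 CPM, against 87.6 ± 9.38 CPM in LL (SD, n = 3 each). The repeat response (LL versus LP) was a log2 fold change of 4.41, smaller than the first response by -2.79 (standard error 0.47, adjusted p = 0.0077), where the p is from edgeR's quasi-likelihood test of the interaction. Without LP replicate 2 this interaction was no longer past the test (adjusted p = 0.084). In the mutant model, Il1b reached 911 ± 455 CPM in KO-LPS and 189 ± 91.2 CPM in WT-LPS (SD, n = 3 each), a log2 fold change of 2.27 (standard error 0.61, adjusted p = 0.015). That difference did not pass the test without Control_LPS_184 (adjusted p = 0.069) or Control_LPS_185 (adjusted p = 0.0697) or KO_LPS_600 (adjusted p = 0.058). KO-PBS and WT-PBS differed by 1.88 (standard error 0.65, adjusted p = 0.086), and the interaction of genotype and LPS was 0.39 (standard error 0.87, adjusted p = 0.85), neither past the test. Tnf was higher in KO-LPS by 1.84 (standard error 0.59, adjusted p = 0.037) and lower in LL than in PL, with an interaction of -1.94 (standard error 0.25, adjusted p = 0.0011) in the recurrent model and, not past the test, -0.67 (standard error 0.85, adjusted p = 0.72) in the mutant model. For Tnf, the difference between KO-LPS and WT-LPS did not pass without Control_LPS_149 (adjusted p = 0.051) or Control_LPS_184 (adjusted p = 0.12) or Control_LPS_185 (adjusted p = 0.14) or KO_LPS_600 (adjusted p = 0.21). Il6 had an interaction of -0.95 (standard error 0.25, adjusted p = 0.077) in the recurrent model, and a difference between KO-LPS and WT-LPS of 0.96 (standard error 0.36, adjusted p = 0.069), neither past the test.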

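Genes of the primed state rose together in the mutant. Axl (ENSMUSG00000002602), a receptor for apoptotic cells, went from 21.6 ± 6.61 CPM in WT-PBS to 784 ± 39.8 CPM in KO-PBS (SD, n = 3 each), a log2 fold change of 5.18 (standard error 0.24, adjusted p = 1.2e-07) from edgeR's quasi-likelihood test. Clec7a (ENSMUSG00000079293), the beta-glucan receptor Dectin-1, went from 6.27 ± 2.09 CPM to 147 ± 29.1 CPM, a log2 fold change of 4.55 (standard error 0.33, adjusted p = 3.0e-06). Lgals3 (galectin-3), Itgax (CD11c), the lipid carrier gene Apoe and the cystatin gene Cst7 had log2 fold changes of 4.53, 3.67, 3.93 and 3.98 (standard errors 0.40, 0.21, 0.41 and 0.24, adjusted p from 5.8e-07 to 7.6e-05). Of 20 genes of primed microglia, 17 were higher in KO-PBS, none was lower and 3 did not pass, with a median log2 fold change of 3.46 (19 when adjusted over the list alone). In LP microglia none of the 17 measured members passed over all genes, and after a first LPS injection 9 of them were higher and 1 lower in PL than in PP (9 and 1 when adjusted over the list alone).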

### Genes with distinct transcriptional responses to LPS have different biological functions

Following 3 h of LPS exposure (PL versus PP, LogFC > 1, FDR < 0.01), 1489 genes showed increased expression (Figs. 1D, 2A) while 1474 genes were downregulated in microglia (Fig. 1D; Additional file 3: S3A). 

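Strong induction reached genes well beyond cytokines. Among the 6 most induced genes with a mean of at least 5 CPM were Trem1, an amplifier of inflammatory signalling, Ptgs2, the prostaglandin synthase COX-2, and Il1rn, the natural antagonist of interleukin-1, with log2 fold changes of 10.24, 8.80 and 7.67 (standard errors 0.58, 0.49 and 0.37, adjusted p from 1.5e-09 to 7.6e-09) from edgeR's quasi-likelihood test. Metallothionein genes Mt1 and Mt2, which bind metals and radicals, had log2 fold changes of 4.27 and 6.94 (standard errors 0.22 and 0.28, adjusted p from 4.8e-10 to 3.7e-09). At the other end stood the transcriptional corepressor gene Cbfa2t3 and the developmental factor Sox4, with log2 fold changes of -3.93 and -3.58 (standard errors 0.17 and 0.21, adjusted p from 6.3e-10 to 9.0e-09). The identity factor Sall1 (ENSMUSG00000031665) fell to 179.6 ± 50.0 CPM in PL from 1553 ± 143 CPM in PP (SD, n = 3 each), a log2 fold change of -3.11 (standard error 0.20, adjusted p = 1.9e-08), and the purinergic and lipid receptor genes Gpr34 and P2ry12 had log2 fold changes of -2.10 and -1.60 (standard errors 0.18 and 0.16, adjusted p from 5.0e-07 to 1.4e-06). Homeostatic microglia genes were lower in 14 of 21 and higher in 0 (15 lower when adjusted over the list alone). Altogether, 1552 genes were called higher and 1463 lower in PL than in PP.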

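Antigen presentation took part in the first response, with 6 of 14 measured genes higher in PL than in PP and 1 lower (6 and 1 when adjusted over the list alone), the higher ones among them the class I gene H2-K1 and its coactivator gene Nlrc5, with log2 fold changes of 1.17 and 2.42 (standard errors 0.12 and 0.19, adjusted p from 1.8e-07 to 1.6e-06) from edgeR's quasi-likelihood test. Toll-like receptor 2 (Tlr2) and the LPS co-receptor Cd14 had log2 fold changes of 3.04 and 2.38 (standard errors 0.19 and 0.13, adjusted p from 6.4e-09 to 2.2e-08). Stat3, a factor downstream of cytokine receptors, was at 3.06 (standard error 0.13, adjusted p = 5.7e-10) and Cebpb, a factor of acute-phase genes, at 4.10 (standard error 0.25, adjusted p = 1.3e-08). Genes of the oxidative stress response were higher in 7 of 15 and lower in 3 (7 and 3 when adjusted over the list alone), a lower count of 5 with limma and sva and with limma without sva, and the thioredoxin reductase gene Txnrd1 was at 3.60 (standard error 0.15, adjusted p = 6.4e-10). Targets of p53 were split, 5 higher and 2 lower of 10 (5 and 3 when adjusted over the list alone), with the death receptor gene Fas at 4.89 and Trp53inp1 at -1.77.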

Generally, LPS-induced genes were involved in various aspects of the immune response (Additional file 3: Fig. S3B, Additional file 7), while genes downregulated by LPS were involved in multiple biological processes (Additional file 3: Fig. S3C, Additional file 7). 

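Lower after LPS were some members of the lysosome and proliferation lists and lineage factors of microglia. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 4289 of all 16096 genes tested were lower, so the share of neither list stands apart. Lysosome genes were lower in 5 of 16 and higher in 1 (5 and 1 when adjusted over the list alone), with the cholesterol exporter gene Npc1 at -0.73 (standard error 0.14, adjusted p = 8.0e-04) from edgeR's quasi-likelihood test. That lower count was 2 without PP replicate 1, 3 without PP replicate 2, 2 without PL replicate 2, 11 with limma and sva and 2 in a fit of the compared groups alone. Genes of proliferation were lower in 5 of 22 and higher in 2 (4 lower when adjusted over the list alone; 3 without PP replicate 1, 3 without PL replicate 1 and 3 with DESeq2), with the replication licensing genes Mcm2 and Mcm5 at log2 fold changes of -1.67 and -0.82 (standard errors 0.25 and 0.18, adjusted p from 7.7e-05 to 0.0021). The microglial factor Maf had a log2 fold change of -2.88 (standard error 0.17, adjusted p = 1.3e-08), and the lysophosphatidic acid receptor gene Lpar5 a log2 fold change of -3.95 (standard error 0.33, adjusted p = 3.0e-07). Oligodendrocyte marker Cnp stood at -0.83 (standard error 0.11, adjusted p = 2.2e-05) and the B-cell marker Cd79b at -1.63 (standard error 0.21, adjusted p = 2.0e-05).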

Of note, in the LPS-downregulated genes, the association with biological processes showed a lower level of significance than the GO terms associated with LPS-upregulated genes (Additional file 3: Fig. S3B, S3C; Additional file 7).

**Fig. 2:**
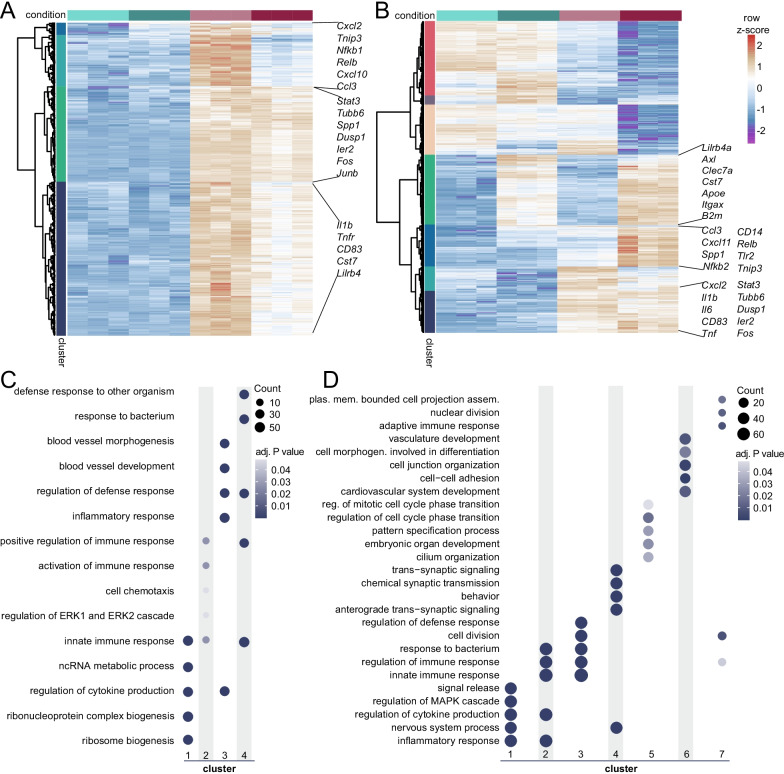
Identification of gene clusters with distinct transcriptional programs in desensitized and primed microglia. **a**, **b** Heatmaps with Manhattan distance-based hierarchical clustering analysis of upregulated genes in response to LPS in microglia of C57/BL6 mice three hours after i.p. injection with LPS (LogFC > 1 and FDR < 0.01, PL versus PP). Four main clusters are identified, containing tolerized genes (cluster 2 and 4) and responsive genes (cluster 1 and 3) that show distinct activity to LPS re-stimulation. **b** Heatmap with Manhattan distance-based hierarchical clustering analysis of all genes differentially expressed between *Ercc1*^*Δ/ko*^ (KO) and *Ercc1*^*wt/ko*^, *Ercc1*^*wt/Δ*^*, Ercc1*^*wt/wt*^ (WT) mice with or without LPS injection (n = 3 per experimental condition). Seven clusters are identified, including two clusters of genes primed and trained to LPS treatment in KO mice (cluster 3 and 2). **c**, **d** Top 5 GO annotations, based on gene count per GO term, of responsive (cluster 1, 3) and tolerized (cluster 2, 4) gene clusters (**c**) and the 7 clusters identified in *Ercc1*^*Δ/ko*^ microglia (**d**).

Focusing on LPS-induced genes, out of 1489 genes, 1187 responded similarly in case of re-stimulation with LPS (cluster 1 and 3), while 302 showed a reduced response to a second LPS challenge (cluster 2 and 4, Fig. 2A). 

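Interferon-stimulated, NF-kB and chemokine genes lost most of their LPS response at the second injection. Over the 1552 induced genes, the second response (LL versus LP) was a median of 69.0% of the first (PL versus PP) on the log2 scale, with quartiles of 50.8% and 83.3%. The median was 20.4% for interferon-stimulated genes, 30.1% for the NF-kB family and its inhibitors, 37.4% for chemokines, 61.2% for cytokines and 82.0% for immediate early genes. Among random lists of induced genes these stood at percentiles 0, 0, 0.055, 11.1 and 92.2, so the last 2 lists are not set apart. Antigen presentation and the markers of monocytes, each with 4 induced genes, kept still less, 14.8% and 13.5%, at percentiles 0.02 and 1.99. Among the LPS-induced genes, Fosl2, a subunit of the AP-1 factor, rose by a log2 fold of 5.37 the first time and 4.53 the second, and Nfkb2 by 3.21 and 1.38. Clustering as in the paper (ward.D2 on Manhattan distances, 4 clusters) put 828, 514, 142 and 68 genes together, with mean second responses of 0.829, 0.568, 0.166 and 0.113 of the first. The last 2 clusters, with under 0.5 of the first response, hold 210 genes, 13.5% of those induced, and 60 genes (3.87%) when values were centred and not divided by the SD. By test, 187 induced genes (12.05%) were called higher in PL than in LL, and 753 (48.5%) were still called higher in LL than in LP. Protein-coding and long non-coding genes on the autosomes, X and Y made up 1259 of the 1552 induced genes and nearly all of the 187. Genes of other types, such as most pseudogenes, thus lay almost wholly among the induced genes outside the 187. The median of 69.0% and the shares of 13.5%, 12.05% and 48.5% include these other types and were not computed without them. PL libraries enter both the induced and the PL versus LL calls, so part of the overlap of 187 may come from the shared libraries. Independent lists would share 19 genes. The fold changes of both comparisons had a covariance of 0.398 and Pearson's r of 0.676 across genes, beside 0.0367 and 0.487 in 20 simulated sets without any effect.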

Processes uniquely associated with the 1187 responsive genes were ‘ribosome biogenesis’, ‘regulation of cytokine production’, and ‘inflammatory response’, while ‘positive regulation of immune response’ and ‘response to bacterium’ were particularly associated with the 302 tolerized genes (Fig. 2C, Additional file 7). This is in line with the finding that tolerant monocytes/macrophages are impaired in their ability to produce pro-inflammatory cytokines [6, 75], but are capable of expressing genes involved in damaging or killing pathogens, so-called antimicrobial effectors. These data suggest that an i.p. injection with LPS initially induces a major immune response in microglia, which then results in the establishment of long-term innate immune tolerance that is characterized by a significantly reduced transcriptional response to secondary LPS treatment.

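Ribosome biogenesis genes, which make and process ribosomal RNA, responded to both injections. They were higher in 20 of 22 in PL versus PP and in 16 of 22 in LL versus LP (21 and 17 when adjusted over the list alone), with a median retained response of 68.7%. The paper's own term for these samples had been seen when the list was made, so its direction is not independent evidence. Nop58, a core protein of RNA-methylating particles, and the helicase gene Ddx21 had log2 fold changes of 2.36 and 1.76 the first time and 1.84 and 1.36 the second. None of the 22 members had a smaller second response by edgeR's quasi-likelihood test of the interaction. Against LL, 3 of 22 members were higher in PL (14 when adjusted over the list alone), and 0 without PL replicate 2 or without LL replicate 2. This count was 6 with DESeq2, 5 with no filter on low counts and with limma without sva and 1 in a fit of the compared groups alone. Of the 187 induced genes that were higher in PL than in LL, 15 are interferon-stimulated genes, 10 chemokines, 7 cytokines and 7 of the NF-kB list, and the induced genes outside this set hold 12 of ribosome biogenesis and 8 immediate early genes. The pattern receptor gene Tlr2 fell in its response, with an interaction of -2.18 (standard error 0.26, adjusted p = 6.3e-04), as did Cd14 with -1.003 (standard error 0.18, adjusted p = 0.0103).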

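Tested directly, the second LPS response was smaller than the first for genes of the NF-kB circuit, interferon targets and some cytokines. The interaction of both injections was -2.45 (standard error 0.14, adjusted p = 2.0e-06) for Nfkbie and -2.58 (standard error 0.17, adjusted p = 3.0e-06) for Tnfaip3, the feedback inhibitors of NF-kB, from edgeR's quasi-likelihood test. The subunit genes Nfkb1, Nfkb2 and Relb had interactions of -0.96, -1.83 and -1.91 (adjusted p from 2.6e-04 to 0.0017). Ifit1 and Rsad2, antiviral effectors, had -2.92 and -3.24, and Cxcl10 had -4.89. Smaller responses were found for 17 of 25 interferon-stimulated genes, 10 of 14 NF-kB members, 6 of 13 chemokines and 5 of 9 cytokines, and larger ones for none of these (23, 14, 11 and 8 when adjusted over the list alone). The NF-kB count was 6 without LL replicate 2, and the cytokine count 1 without LP replicate 2 and 3 without LL replicate 1. With limma and sva the cytokine and chemokine counts were 8 and 10. In total the interaction called 92 genes with a smaller and 2 with a larger second response, by its sign, and 85 of the 92 are among the induced genes. With 1 library left out, the smaller ones numbered between 45 (without LL replicate 2) and 113 (without PL replicate 3) and the larger ones between 0 (without PP replicate 2) and 45 (without PL replicate 3). The smaller ones numbered 154 with DESeq2, 199 with no filter on low counts and 179 with limma and sva, and the larger ones 40 with DESeq2, 5 with RLE scaling, 59 with no filter on low counts and 31 with limma and sva. Of the 302 tolerized genes in the paper's own clusters, 285 could be tested here, 283 had a higher mean in PL than in LL, 212 had an adjusted p under 0.05 and 121 were called higher, with a median retained response of 23.95%. For the 1136 tested genes of the paper's responsive clusters the median was 75.33%, and 61 were called higher in PL than in LL. The clusters were chosen by the paper on these same samples, so these counts are not independent evidence. From the strong response to the first LPS injection and the reduced response of these clusters to the second, the paper proposes that LPS leaves a long-lasting innate immune tolerance in microglia.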

### Primed microglia have a genome-wide exaggerated response to LPS treatment

To gain insight into the biological processes affected by *Ercc1* deletion in microglia from unstimulated and LPS-treated mice, Manhattan distance-based hierarchical clustering analysis of genes followed by gene ontology analysis per cluster was performed (Fig. 2B, D; Additional file 8). Seven clusters were identified containing genes that were altered by Ercc1 deletion (KO). Genes of clusters 5 are similarly affected in WT and KO microglia and downregulated in both genotypes after LPS treatment. 

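Genes lowered by LPS in both genotypes include Cbfa2t3, a transcriptional corepressor, with log2 fold change of -2.59 (standard error 0.22, adjusted p = 9.2e-06) in WT and log2 fold change of -4.59 (standard error 0.25, adjusted p = 2.3e-07) in KO from edgeR's quasi-likelihood test, and the mesodermal factor gene Tbx6, with -2.92 and -4.43. The lineage factor Sall1 was at -1.59 in WT and -2.89 in KO. In all, 186 genes were called lower in both, against 18.8 for independent lists, with median log2 fold changes of -1.36 in WT and -2.00 in KO. Proliferation genes were lower after LPS in 7 of 28 in KO and 0 of 28 in WT (5 and 0 when adjusted over the list alone), and the KO count was 3 without KO_PBS_641, 3 without KO_PBS_642, 3 without KO_LPS_600 and 16 with limma and sva.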

GO terms associated with these genes included ‘regulation of cell cycle phase transition’, and ‘pattern specification process’. 

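The mitotic genes Bub1, Mki67 and Ube2c, which mark dividing cells, were higher in KO-PBS than in WT-PBS, with log2 fold changes of 4.15, 3.07 and 3.42 (standard errors 0.49, 0.56 and 0.64, adjusted p from 2.2e-04 to 0.0047) from edgeR's quasi-likelihood test. The LPS response of Bub1 was lower in KO than in WT by an interaction of -3.53 (standard error 0.64, adjusted p = 0.012), while in WT alone Bub1 was higher after LPS, at 2.81 (standard error 0.49, adjusted p = 0.0019). Only 30 genes were both called higher in KO-PBS and called lower after LPS in KO, where independent lists would share 36, so this pattern is no more common than for lists drawn apart. The KO-PBS libraries enter both lists.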

The expression of genes in cluster 7 are induced in KO compared to WT microglia and are depleted in both conditions after LPS treatment. These genes are involved in processes like ‘nuclear division’, ‘cell division’ and ‘the immune response’. Cluster 6 contain genes that are upregulated in microglia of PBS- and LPS-treated WT compared to KO mice. These genes are associated with ‘cell junction organization’ and ‘cell–cell adhesion’.

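The class 4 semaphorin gene Sema4b was lower in the mutant with PBS at -2.12 (standard error 0.26, adjusted p = 2.4e-04) and with LPS at -4.35 (standard error 0.30, adjusted p = 1.7e-06), from edgeR's quasi-likelihood test. The orphan receptor gene Gpr165 had log2 fold change of -2.60 (standard error 0.40, adjusted p = 0.0014) and log2 fold change of -3.79 (standard error 0.43, adjusted p = 5.9e-05). In total, 19 genes were called lower in KO in both states, against 1.87 for independent lists, with medians of -1.73 with PBS and -2.29 with LPS. The LPS response of Sema4b was also lower in KO than in WT, by an interaction of -2.23 (standard error 0.37, adjusted p = 0.0085).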

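Gpnmb, a membrane glycoprotein of phagocytes, and Apoe stood higher in KO than in WT microglia in both states, by 9.84 and 3.93 log2 units with PBS and by 9.56 and 4.47 with LPS (adjusted p at most 7.6e-05, edgeR's quasi-likelihood test). Genes called higher in both states number 311 (21.8 for independent lists), with medians of 2.69 with PBS and 2.63 with LPS. They hold 23 of 26 interferon-stimulated genes, 12 of 20 primed genes, 10 of 15 chemokines and 9 of 15 antigen-presentation genes. Primed genes were higher in 19 of 20 with LPS (20 when adjusted over the list alone; median 3.66), and by the interaction test 1 of the list had a larger and 1 a smaller LPS response in KO (1 and 1 when adjusted over the list alone).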

Cluster 3 contains genes that were induced in PBS-treated and to a greater extent in LPS-treated KO compared to WT microglia. These primed genes are associated with GO terms ‘regulation of defense response’, ‘cell division’, ‘response to bacterium’ and ‘innate immune response’. Cluster 2 contains genes that were induced by LPS in KO and to a lesser extent in WT microglia and these genes were associated with GO terms such as ‘response to bacterium’, ‘innate immune response’ and ‘regulation of cytokine production’, underlining the trained immune response of KO microglia to LPS challenge. 

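Il12b, the shared subunit of interleukins 12 and 23, rose with LPS by 8.21 log2 units in KO and 6.53 in WT, and Tnfaip3 by 4.29 and 2.68. Cd14 had a larger response in KO, with an interaction of 1.97 (standard error 0.35, adjusted p = 0.011) from edgeR's quasi-likelihood test, as did Nfkbie with 1.71 (standard error 0.30, adjusted p = 0.011). Genes called higher after LPS in KO and higher in KO-LPS than in WT-LPS number 306. Independent lists would share 50.6, but both comparisons use the KO-LPS libraries. Their fold changes had a covariance of 0.662 across genes, beside 0.138 in simulated sets without any effect, and Pearson's r of 0.437 beside 0.5, so how much of the overlap comes from the shared libraries is not settled. By the interaction test 16 genes induced in KO had a larger response there, among them the actin regulator gene Pstpip2. This number depends on the method and on single libraries, since the 27 larger responses over all genes were 164 with DESeq2, 80 with no filter on low counts, 132 with limma and sva and 71 with limma without sva. They numbered 0 without KO_PBS_638 or without Control_LPS_184, 1 without Control_LPS_185, 2 without KO_PBS_641 or without KO_PBS_642, 12 without Control_PBS_171, 16 without KO_LPS_193 or without KO_LPS_194 and 64 without Control_PBS_175. NF-kB members had a larger response in KO in 3 of 14 and a smaller one in 1 (7 and 1 when adjusted over the list alone), the larger ones 1 without KO_PBS_641, 1 without KO_PBS_642, 5 without Control_LPS_149, 1 without Control_LPS_184 and 1 without Control_LPS_185. They were 6 with DESeq2 and with no filter on low counts, 7 with limma and sva and 5 with limma without sva. Chemokines had a larger response in 0 and a smaller one in 2 of 15 (2 and 5 when adjusted over the list alone).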

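The immediate early factors Egr1 and Egr2 rose less in KO, with interactions of -4.85 (standard error 0.72, adjusted p = 0.0049) and -4.33 (standard error 0.61, adjusted p = 0.0039) from edgeR's quasi-likelihood test, as did Spp1 with -3.10 (standard error 0.51, adjusted p = 0.00799) and the chemokine gene Ccl12 with -1.82 (standard error 0.26, adjusted p = 0.0039). Genes induced in WT with a smaller response in KO number 17. Immediate early genes had a smaller response in KO in 3 of 17 (4 when adjusted over the list alone), a count of 9 without Control_PBS_175, 8 with limma and sva and 7 with limma without sva. Neuronal markers such as the vesicular glutamate transporter gene Slc17a7 rose in both genotypes, by 2.17 in WT and 3.15 in KO. None of the 12 neuronal markers had a different response by the interaction test, and 7 of 12 were higher after LPS in KO (8 when adjusted over the list alone).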

Cluster 4 contains genes that were induced by LPS in WT and to a lesser extent in KO microglia and these genes were associated with GO terms such as ‘trans-synaptic signaling, ‘chemical synaptic transmission’ and ‘nervous system process’. 

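The cytokine antagonist gene Il1rn and the chemokine gene Cxcl2 rose in both genotypes, by 7.22 and 7.76 log2 units in WT and 5.56 and 7.43 in KO. Ptgs2 and Fosl2 had log2 fold changes of 8.65 and 4.91 (standard errors 0.99 and 0.52, adjusted p from 2.4e-05 to 4.0e-05) for KO-LPS versus KO-PBS from edgeR's quasi-likelihood test. Genes called higher after LPS in both number 514, against 45.7 for independent lists, and 354 of them had no call between genotypes. The responses of WT and KO had Pearson's r of 0.650 over 17460 genes, which are not independent replicates.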

Finally, genes in cluster 1 are induced by LPS to a similar degree in WT and KO microglia and are associated with GO terms, like ‘signal release’, ‘regulation of cytokine production’ and ‘inflammatory response’ (Fig. 2D).

In agreement with our previous findings [14], also at a genome-wide level, Ercc1 deficiency generates an environment where microglia are more responsive to inflammatory stimuli, as evidenced by a large set of inflammatory genes whose expression is significantly increased in microglia upon LPS treatment of *Ercc1*^*Δ/ko*^ mice.

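LPS in the mutant raised Il1rn, Ccl22 and the co-receptor gene Cd14 to higher levels than in littermates, with log2 fold changes of 3.42, 4.69 and 1.52 (standard errors 0.65, 0.53 and 0.25, adjusted p from 6.2e-05 to 0.00201) for KO-LPS versus WT-LPS from edgeR's quasi-likelihood test. The oxidative burst gene Cybb and the class I gene H2-D1 had log2 fold changes of 4.80 and 2.77 (standard errors 0.79 and 0.16, adjusted p from 5.5e-07 to 8.4e-04). Antigen presentation was higher in 14 of 15, small ribosomal proteins in 14 of 14 and oxidative stress genes in 6 of 15 (14, 14 and 8 when adjusted over the list alone), and the oxidative stress count was 10 with limma and sva. A higher level after LPS is not by itself a larger response, because 311 of the 778 genes called higher were already called higher with PBS. Over the 218 genes induced in KO, higher in KO-LPS and not called with PBS, KO-PBS already stood above WT-PBS by a median of 0.467. From the large set of inflammatory genes that were higher after LPS in the mutant, the paper concludes that Ercc1 deficiency makes microglia more responsive to inflammatory stimuli.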

### Epigenetic remodeling in response to LPS desensitization and accelerated aging

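For Relb and Cxcl10, LP and PP microglia stood at 37.0 ± 0.648 CPM and 3.85 ± 2.20 CPM in LP and at 32.1 ± 7.33 CPM and 2.97 ± 0.848 CPM in PP (SD, n = 3 each), with adjusted p of 1 and 1 from edgeR's quasi-likelihood test. After LPS they had log2 differences between PL and LL of 1.73 (standard error 0.14, adjusted p = 7.1e-06) and 4.503 (standard error 0.28, adjusted p = 1.3e-06). Over all 16096 genes the responses PL versus PP and LL versus LP had Pearson's r of 0.856, with 753 genes called higher in both (77.2 for independent lists), and genes are not independent replicates.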

The transcriptomes of microglia from PP and LP treated mice are almost identical, however, they respond very differently to re-stimulation with LPS (Fig. 2A; Additional file 2: Fig. S2C). Similarly, many genes that are not transcriptionally altered in Ercc1 deficient mice show an increased transcriptional response to LPS (Fig. 2B; Additional file 2: Fig. S2D). These data suggest that microglia have innate immune memory that is not secured in their transcriptome. 

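The NF-kB subunit genes Nfkb1 and Nfkb2 were not past the test between KO-PBS and WT-PBS, at 0.07 (standard error 0.18, adjusted p = 0.86) and 0.75 (standard error 0.27, adjusted p = 0.102), but were higher in KO-LPS than in WT-LPS, at 1.03 (standard error 0.19, adjusted p = 0.0016) and 1.75 (standard error 0.28, adjusted p = 6.4e-04), from edgeR's quasi-likelihood test. Their interactions of genotype and LPS were 0.96 (standard error 0.26, adjusted p = 0.058) and 1.002 (standard error 0.38, adjusted p = 0.16), neither past the test. Of the 218 genes not called with PBS, induced in KO and called higher in KO-LPS, 8 belong to the 14 of the NF-kB list and 3 to the 15 chemokines. A gene without a call with PBS can still differ below the threshold.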

Rather, similar to macrophages and as suggested by our previous analysis of the *Il1β* locus (Schaafsma et al. [17]), it is likely that epigenetic reprogramming is involved.

To gain insight in the genome-wide epigenetic changes induced by LPS desensitization and Ercc1 deficiency, we performed assay for transposase accessible chromatin-sequencing (ATAC-seq), which indiscriminately identifies open chromatin regions in the genome [66, 67], and chromatin immunoprecipitation-sequencing (ChIP-seq), which probes histones carrying specific posttranslational modifications [76, 77]. 

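Open chromatin was read by ATAC-seq and histone marks by ChIP-seq in microglia sorted in the same way. Each ATAC library pooled 2 mice and each ChIP library 5, with 1 pooled library per group and mark, so no difference between groups can be tested against the spread between mice. The authors aligned reads to mm10 with Bowtie2 and called peaks with Genrich for ATAC and with SPAN for the marks, where thresholds were refined by eye in each sample. The deposited lists hold peaks with scores and p values but no reads, so the read-based comparison of the paper could not be repeated, and depth is known only through the number of peaks. ATAC lists hold 69188 peaks in PP, 65323 in LP, 70446 in PL, 71667 in LL, 36412 in WT-PBS, 52325 in KO-PBS, 65323 in WT-LPS and 59019 in KO-LPS. The equal lengths of the LP and WT-LPS lists are unexplained, and these lists are not copies, as they cover 32.8 and 32.5 Mb. A peak is shared when it overlaps any peak of the other group by at least 1 bp, gained when found in the first-named group alone and lost when found in the second alone. Peaks within 1000 bp of a transcription start are called promoter peaks, and other peaks are called enhancer peaks and assigned to the nearest gene. Starts were used only for protein-coding and long non-coding genes on the autosomes, X and Y. Genes of other types, such as most pseudogenes, therefore have no promoter or enhancer peaks here. A gene counts as gained with gained and no lost peaks of a class, and as lost in the reverse case. Genes with both were left out. The fold changes of genes with gained or lost peaks were compared with those of 10000 random lists of genes of like expression. For the paper's pairs, 79.3% of PL peaks were shared with PP, 77.9% of LL peaks with LP and 84.7% of PL peaks with LL. For LP and PP, both without LPS just before sorting, 88.5% of LP peaks were shared with PP and 82.0% of PP peaks with LP, so peaks count as gained or lost there as well.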

In case of the tolerance model, we used antibodies targeting H3K4me3 and H3K27Ac to identify transcription start sites (TSSs) and enhancers of actively transcribed genes, respectively. In *Ercc1*^*Δ/ko*^ mice, we also analyzed H3K4me3 and H3K27ac, and additionally H3K4me1 which together with H3K27ac marks active enhancers and the Polycomb-regulated H3K27me3 associated with transcriptional repression (Additional file 4: Fig. S4A).

Representative examples of chromatin accessibility and occupation, and RNA expression of individual tolerized (*Il1b*, *Tnf*, *Ccl3, Nfkb1* and *Relb,* Additional file 2: Fig. S2E, Additional file 4: Fig. S4B) and primed/trained (*Il1b, Ccl3, Cxcl11*, *Clec7a* and *Axl,* Additional file 2: Fig. S2F, Additional file 4: Fig. S4C) genes are depicted and indicate dynamic regulation of epigenetic signatures associated with changes in gene expression levels.

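Single loci showed which promoters are open before LPS. At Il1b, an ATAC peak at the promoter was listed in PL, LL, WT-LPS and KO-LPS and in none of the groups without recent LPS, while H3K27ac was listed in every group and H3K4me3 in LP and PL alone. Tnf, Ccl3, Nfkb1 and Relb had promoter peaks of ATAC, H3K27ac and H3K4me3 in every group, and none of H3K27me3. Clec7a had promoter peaks of ATAC, H3K27ac and H3K4me3 in KO-PBS and none of them in WT-PBS. Axl had H3K27me3 at its promoter in WT-PBS and not in KO-PBS, and its ATAC peak was listed in PP, LP, KO-PBS and KO-LPS. Cxcl11 had promoter peaks of H3K4me1 alone, in both libraries of that mark. The presence of a peak depends on the threshold of its list, and each list comes from 1 pool.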

### Epigenetic characterization of tolerized genes

In order to determine which chromatin characteristics correspond to the transcriptional changes induced by LPS, we identified regions in the genome with significant differences in chromatin accessibility or histone modifications. Differential peaks were classified as promoters when they were located within 1000 bp downstream and 1000 bp upstream of a TSS of the nearest gene and as enhancers when being located distal of this region. To integrate RNA-, ATAC-, and ChIP-seq data, the differentially expressed genes (logFC) were correlated to differentially regulated chromatin regions (*M*-value) within one comparison.

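Of the 1552 LPS-induced genes, 1259 were of the types whose starts were used. Of these 1259, 82.5% (80.3 to 84.5%) had H3K4me3 at the promoter in PP, before any LPS, by Wilson's interval. In PL the share was 83.3% (81.2 to 85.3%), and among the highest-scoring peaks of PP it was 76.1%. Tnf and Relb are among the marked genes, and Il1b is not. Random lists of like expression had 85.4% in PP, with the induced genes at percentile 0.12 of those lists, so the mark is common at expressed genes rather than special to induced ones.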

Similar to what has been described in macrophages [5, 78, 79], in microglia H3K4me3 already marks TLR4-responsive promoters prior to LPS stimulation (Additional file 4: Fig. S4B). Irrespective whether microglia are exposed to LPS for the first or the second time, genes which are expressed in response to LPS are, except for a small group of tolerized genes, largely overlapping (Fig. 2A). LPS-induced gene expression significantly correlates with ATAC, H3K4me3, H3K27Ac peak enrichment, associated with permissive gene expression, in promotors and enhancers of microglia from PL compared to PP (Fig. 3A left panel, Additional file 9) and LL compared to LP-treated mice (Fig. 3A middle panel, Additional file 9). 

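Gains of open chromatin went with higher expression at enhancers, seen in the genes nearest to them. Genes near enhancer peaks gained in PL versus PP had a median log2 fold change of 0.15 (2445 genes), and those near lost peaks -0.33 (1873 genes). For H3K27ac the medians were 0.15 (767 genes) and -0.28 (1396 genes). At promoters, gained ATAC peaks had 0.038 (1226 genes) and lost ones -0.32 (478 genes), and gained H3K27ac peaks 0.017 (90 genes). The direction of the last turned with equal numbers of peaks, at -0.0575, and at -0.0641 without PL replicate 3, so its sign is not settled. Its SD with single libraries in place of group means was 0.29. It still lay above all random lists, whose median was -0.379, and lost H3K27ac promoter peaks had -0.598 (130 genes), at percentile 0.4. In LL versus LP, enhancer peaks had 0.06 (2651 genes) when gained and -0.25 (1364 genes) when lost for ATAC, and 0.058 (730 genes) and -0.17 (1508 genes) for H3K27ac. Each gained enhancer set lay above at least 99.9% of the random lists. Promoter ATAC peaks gained in LL had -0.031 (1261 genes), still above all random lists, whose median was -0.11, and turned to 0.012 with a window of 2000 bp and 0.0221 without LL replicate 1. Promoter H3K27ac peaks in LL versus LP had -0.0875 (87 genes) when gained, at percentile 99.4, and -0.477 (116 genes) when lost, at percentile 0.09. The gained value was 0.0642 without LL replicate 1.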

In line with the fact that H3K4me3 is generally associated with promoters, LPS-induced gene expression seems to only significantly correlate with enrichment of this mark in promoters but not enhancers in the PL versus PP comparison (Fig. 3A left panel, Additional file 9).

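Genes with an H3K4me3 promoter peak gained in PL versus PP had a median log2 fold change of 0.21 (51 genes), above every random list. For H3K4me3 peaks away from promoters the median was -0.13 (906 genes), at percentile 89.4 of the random lists. Lost H3K4me3 peaks had -0.23 (1007 genes) away from promoters, at percentile 0.89, and -0.39 (36 genes) at promoters, at percentile 25.0 and -0.0471 without PP replicate 2. In LL versus LP the promoter peaks gained had -0.12 (39 genes), at percentile 95.3.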

**Fig. 3:**
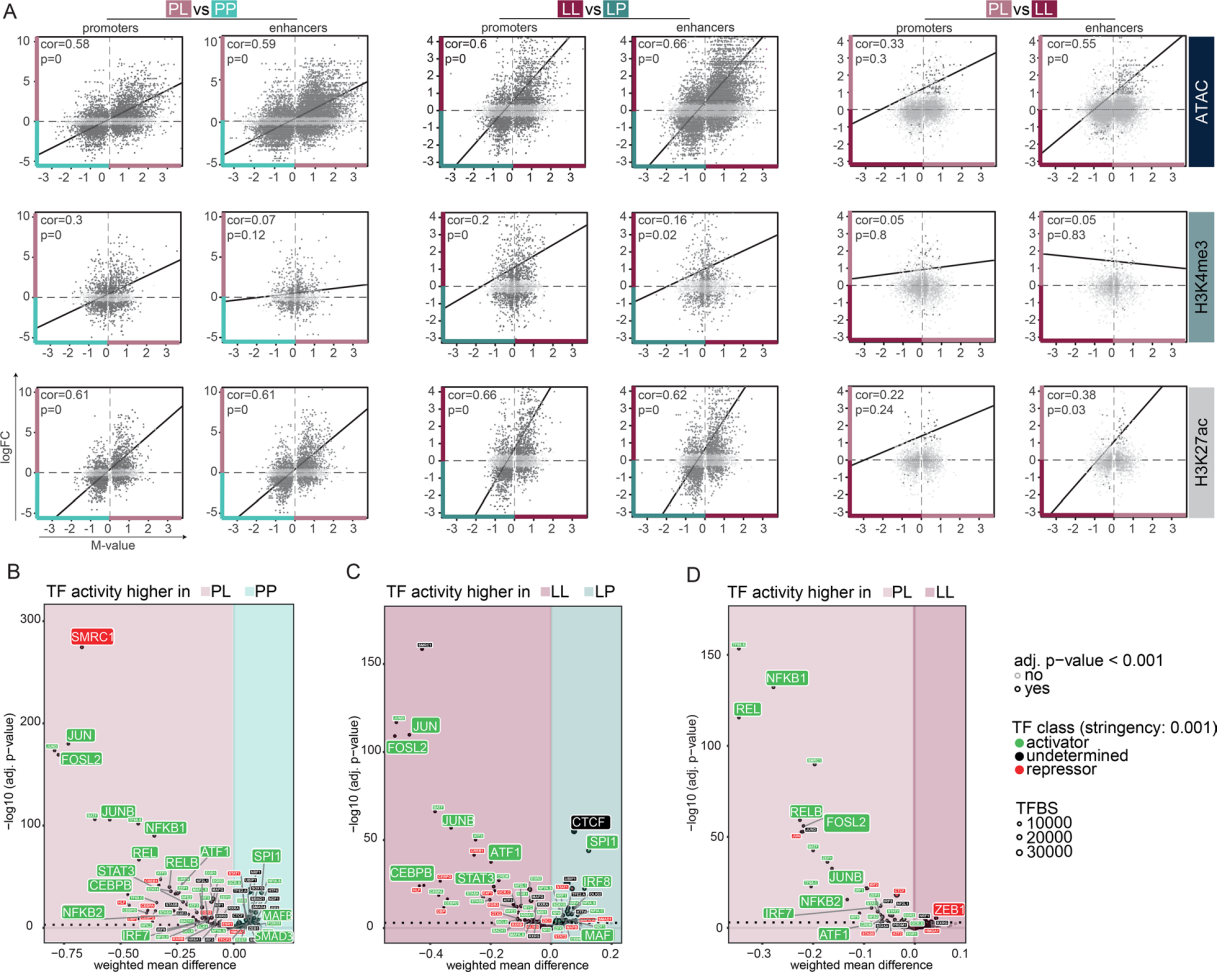
The LPS response in naive and desensitized microglia is defined by enhancer signatures of transcriptional permissive marks. **a** Scatterplots depicting the correlation of differentially expressed genes (logFC) with corresponding differential ATAC, H3K4me3 or H3K27ac peaks (M-value) at promoters (within 2 kb of the nearest TSS) or enhancers (distal to promoters) between PL versus PP (left panel), LL versus LP (middle panel), PL versus LL (right panel). Each dot represents a differentially expressed gene that is associated with a significant differential chromatin peak (FDR < 0.0)1 in the given comparison. Light gray-colored dots indicate non-significant gene expression differences (FDR > 0.01). **b–d** Transcription factor binding site analysis generated by diffTF to identify critical regulators for different gene sets based on ATAC- and RNA-seq data. Volcano plots depicting weighted mean difference of accessible TFBS between PL versus PP (**b**), LL versus LP (**c**), or PL versus LL (**d**). The color of each TF indicates its classification into an activator (green), a repressor (red) or undetermined (black) based on correlation of TFBS accessibility with RNA expression of the TF. *FC* fold change, *TF* transcription factor, *TFBS* transcription factor binding site

Tolerized genes are characterized by increased expression after the primary LPS challenge (PL) and reduced induction after the secondary LPS challenge (LL) (Fig. 2A). When comparing the microglia response to primary and secondary LPS challenge (PL versus LL), the expression of the tolerant genes after primary LPS challenge significantly correlated with enrichment of ATAC and H3K27ac peaks at enhancers, but not promoters (Fig. 3A right panel, Additional file 9). This means vice versa that after secondary LPS challenge, tolerized genes were depleted in these activating expression-associated enhancer marks. 

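Between the single and the repeated challenge, open enhancers followed expression weakly and H3K27ac at enhancers did not. Genes near ATAC enhancer peaks gained in PL versus LL had a median log2 fold change of 0.012 (1752 genes), above all random lists, and those near lost peaks -0.066 (1895 genes), below all of them. The first is smaller than 0.025, its SD with single libraries in place of group means, and the second is 0.0658 against 0.052. Such an SD is that of single libraries and is wider than the error of a median over 3 mice. For H3K27ac enhancer peaks the medians were -0.044 (548 genes) and -0.047 (1322 genes), at percentiles 45.8 and 25.8. H3K27ac promoter peaks went the other way when gained, with a median of -0.76 (104 genes), below all random lists, and an SD between single libraries of 0.49. They had -0.099 (102 genes) when lost, at percentile 44.3. ATAC peaks at promoters had -0.05 (795 genes) when gained, at percentile 3.18. The sets hold genes with such peaks whether or not their expression changed, but leave out genes with both gained and lost peaks. The paper's plots hold its differential genes and peaks.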

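Genes with an H3K4me3 promoter peak found in PL and not in LL had a median log2 fold change of -0.0063 (42 genes), and those with a peak in LL alone 0.068 (45 genes), at percentiles 93.0 and 98.4 of the random lists. The second was 0.193 with equal numbers of peaks, -0.0215 with a window of 2000 bp and -0.00223 without LL replicate 2. Among the paper's tolerized genes of the types whose starts were used, 79.5% (74.1 to 84.1%) were marked in PL and 79.9% (74.5 to 84.4%) in LL.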

The expression of tolerized genes was not significantly correlated to the promoter-associated histone mark H3K4me3. Together, these results indicate that the tolerized response of microglia to LPS seems to be mainly enhancer driven and, at least partially, explained by a loss of histone marks associated with active expression after secondary LPS challenge (Fig. 3 right panel, Additional file 9).

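At the promoters of the paper's tolerized genes, the share with an ATAC peak was 65.5% (59.4 to 71.1%) in PP, 75.5% (69.8 to 80.4%) in PL and 72.3% (66.4 to 77.5%) in LL, by Wilson's interval. H3K27ac marked 74.3% (68.5 to 79.3%) in PL and 77.1% (71.5 to 81.9%) in LL. From PL to LL the ATAC share fell and the H3K27ac share rose, each value inside the other's interval. The same 249 genes were counted in both lists, and such intervals leave out this pairing, so they do not test the change. The paper places the loss at enhancers and not at promoters, so these promoter shares do not bear on it. Peak height, which these lists do not carry in reads, could still differ.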

Transcription factors (TFs) are critical determinants of changes in both transcriptional and epigenetic programs that can be activated by signaling pathways. TFs are often part of large, multimeric protein complexes that also contain chromatin-modifying enzymes, and recruitment of TFs can result in local remodeling of the chromatin [80]. DiffTF was used to identify the TFs that might be involved in the differential chromatin regulation in tolerant microglia. Differential chromatin accessibility peaks (weighted mean difference) of putative TF binding sites (TFBS) between two conditions were identified. Next, this ATAC-seq data were integrated with RNA-seq data by correlating differential accessible peaks of putative TFBS to differential gene expression levels of a particular TF. This procedure is then repeated for each TF. Based on whether the correlation of TF activity and expression is positive or negative, TFs were classified as an activator or a repressor. Alternatively, when there was no correlation detected, the TF was classified as undetermined or the TF was not expressed (Berest et al. [72], Fig. 3B–D).

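In peaks lost on LPS (PP alone against PL alone), the PU.1 motif was in 7.90% and in 5.88% of gained ones, a difference of -2.02 (-2.60 to -1.44) percentage points with Newcombe's interval. The SMAD motif differed by -0.739 (-1.21 to -0.273). Motifs were counted as consensus strings within 100 bp of each peak's summit, which is simpler than the diffTF method of the paper, and the reversed strings served as controls.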

Genome-wide accessible chromatin regions, significantly enriched in naïve microglia (PP, Fig. 3B; Additional file 10), contain binding sites for the key myeloid TFs PU.1 (SPI1), IRF8 and MAFB, described to be crucial for adult mouse microglia transcriptional identity [22, 81]. In addition, naïve microglia are enriched in TFBS for SMAD3, an effector molecule downstream of TGFβ [82], which is critical for the microglia homeostatic signature [29]. Binding sites of homeostasis-associated TFs were lost and TFBS of known mediators of LPS-induced inflammatory pathways in macrophages/microglia [27, 78, 83] including the NF-κB TF family (NFKB1/2, REL/RELB, [84]), TFs involved in the immediate early response (IER; JUN, JUNB, FOSL2) and the interferon pathway (IRF TF family), STAT3, CEBPB [85–87], and the general activating transcription factor ATF1 were all detected to be enriched in microglia acutely challenged with LPS (PL versus PP, Fig. 3B; Additional file 10).

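Peaks gained in PL carried more sites of inflammatory factors than peaks lost. The AP-1 motif was in 11.4% against 3.24%, a difference of 8.21 percentage points (7.62 to 8.80). NF-kB sites were in 4.00% against 1.67%, a difference of 2.32 percentage points (1.95 to 2.71), with 0.943 for the reversed string. Smaller differences were found for C/EBP, at 1.26 (0.578 to 1.94), STAT, at 0.898 (0.676 to 1.13), the cyclic AMP element bound by ATF1, at 0.512 (0.381 to 0.657), and IRF, at 0.531 (0.123 to 0.939). Within 50 bp of the summit the C/EBP and IRF differences were 0.38 (-0.0963 to 0.857) and 0.208 (-0.042 to 0.459), intervals that hold 0. Genes of these factors rose too, with Junb at 2.80 and Cebpd at 3.26 on the log2 scale.

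**Figure D3:**
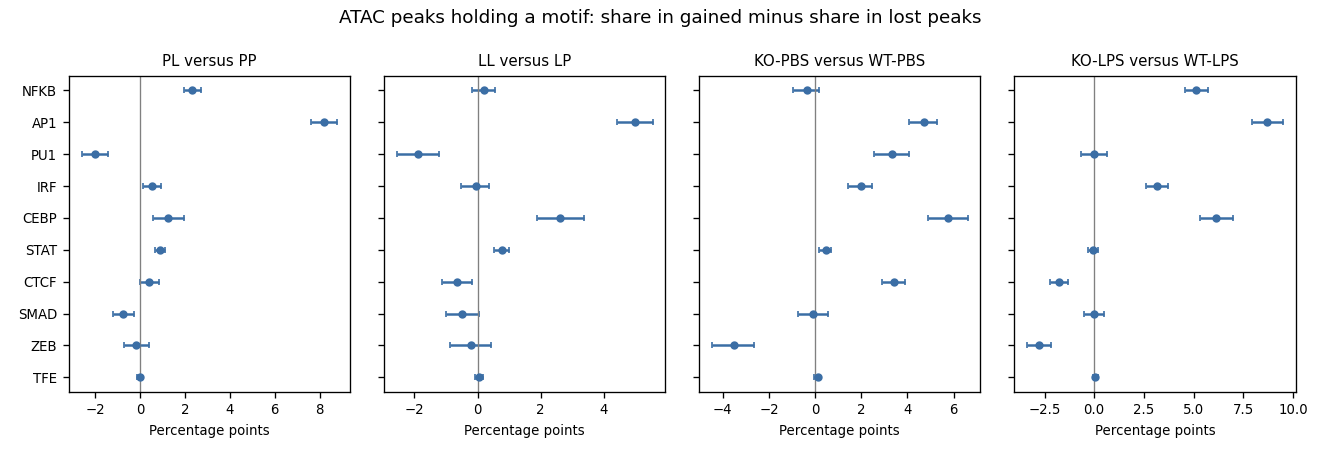
Difference in the share of peaks with a motif between gained and lost ATAC peaks, with its 95% interval, for 10 motifs in 4 pairs of groups.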

After a secondary LPS challenge, in tolerant microglia (LL vs. LP), many of these inflammatory-associated TFBS are still enriched, except those belonging to the NF-κB TF family, indicating that recruitment of these TFs specifically occurs after primary LPS challenge. This is also confirmed in the direct comparison of acutely stimulated versus tolerant microglia (PL vs. LL, Fig. 3D; Additional file 10). Furthermore, the enrichment of TFBS for SPI1, IRF8, CTCF and MAF, important for the homeostatic microglia transcriptome [22, 31], in desensitized microglia (LP vs. LL, Fig. 3C; Additional file 10) explains their naive-like transcriptome (Fig. 1D).

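On the second challenge, NF-kB sites were in 2.36% against 2.16%, a difference of 0.196 percentage points (-0.189 to 0.566), an interval that holds 0. AP-1 sites still differed, by 4.98 (4.41 to 5.55), as did C/EBP sites, by 2.63 (1.89 to 3.37), and STAT sites, by 0.765 (0.536 to 0.988). IRF sites did not, at -0.0642 (-0.523 to 0.378). PU.1 and CTCF sites were less frequent in gained than in lost peaks, by -1.89 (-2.56 to -1.23) and -0.643 (-1.14 to -0.161). With equal numbers of peaks the CTCF difference was -0.39 (-0.889 to 0.106), and within 50 bp of the summit that of IRF sites was -0.299 (-0.601 to -0.0167). Each interval treats peaks as independent and leaves out the variation between mice.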

Many of the inflammatory-associated putative TFBS are depleted and the TFBS for the transcriptional repressor ZEB1, associated with suppression of immune active genes [88, 89], are enriched in tolerant microglia (LL) when compared to microglia of acutely LPS-challenged mice (PL, Fig. 3D; Additional file 10), possibly explaining the dampened expression of tolerized genes in LL microglia.

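Compared directly, peaks found in PL and not in LL held more NF-kB sites, 4.31% against 1.70%, a difference of 2.61 percentage points (2.17 to 3.06), with 0.614 for the reversed string. AP-1 sites differed by 4.38 (3.74 to 5.03), and IRF sites by 0.832 (0.368 to 1.30), near the 0.611 of their reversed string. ZEB sites differed by -0.32 (-0.984 to 0.349), an interval that holds 0. Zeb1 itself was higher in PL than in LL, at 0.63 (standard error 0.11, adjusted p = 0.0043) from edgeR's quasi-likelihood test.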

These data indicate that deposition of permissive chromatin marks drive the acute LPS-response of microglia, and loss of those, in particular surrounding TFBS of the NF-κB family, might at least partially explain the tolerized response of microglia to a secondary LPS-challenge.

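NF-kB and AP-1 sites both differed more on the first challenge than on the second, by 2.32 and 0.196 percentage points for NF-kB and 8.21 and 4.98 for AP-1, with intervals that do not overlap. The interval of the second challenge holds 0 for NF-kB and not for AP-1, and the AP-1 gene Fosl2 rose on both. Gained ATAC and H3K27ac enhancer peaks went with higher expression on both challenges. At the promoters of tolerized genes the shares in PL and LL were 75.5% and 72.3% for ATAC and 74.3% and 77.1% for H3K27ac, without a test of the change. Gained H3K4me3 peaks away from promoters had medians of -0.128 and -0.101 on these challenges, within the random lists. No test across mice was possible for any of these differences. From the gains of permissive marks after LPS and the loss of NF-kB sites on the second challenge, the paper proposes that losing these marks explains part of the tolerized response.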

### Epigenetic characterization of the priming response

In case of microglia priming, we also observed a general concordance between the transcriptional changes following Ercc1 deficiency and LPS challenge and the presence of permissive chromatin characteristics. Induction of gene expression by *Ercc1* KO or by LPS in both WT and KO microglia significantly correlated with increased chromatin accessibility in promoters as well as enhancers (Fig. 4A; Additional files 6, 11). In addition, compared to WT-PBS, many KO-induced genes are marked with significant enrichment of the permissive marks H3K27Ac and H3K4me3 (Fig. 4B). 

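At promoters, genes with ATAC peaks gained after LPS had higher expression, and for peaks gained in the mutant with PBS the direction depended on 1 library. In KO-PBS versus WT-PBS the medians were 0.029 (2188 genes) for gained and -0.10 (457 genes) for lost promoter peaks, and the first was -0.0129 without Control_PBS_171 and 0.0895 with equal numbers of peaks. In WT-LPS versus WT-PBS they were 0.06 (2802 genes) and -0.10 (145 genes), and the gained ones 0.142 with equal numbers of peaks. In KO-LPS versus WT-LPS they were 0.17 (543 genes) and -0.17 (1485 genes), and in KO-LPS versus KO-PBS 0.085 (1426 genes) and -0.20 (761 genes). At enhancers, gained and lost peaks had 0.096 (1353 genes) and -0.16 (3190 genes) in KO-LPS versus WT-LPS, 0.04 (6211 genes) and -0.12 (192 genes) in WT-LPS versus WT-PBS, 0.099 (2781 genes) and -0.23 (1391 genes) in KO-LPS versus KO-PBS and 0.00 (4472 genes) and -0.067 (542 genes) in KO-PBS versus WT-PBS. Each gained enhancer set lay above all random lists and each lost enhancer set at percentile 0.55 or lower, and the gained median of 0.00 was -0.0433 without Control_PBS_171. The WT-PBS list is the shortest of the 8, so many peaks gained against it are possibly missing there for want of signal. Clec7a is a gene with such a promoter peak in KO-PBS.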

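Genes with an H3K27ac promoter peak gained in KO-PBS had a median log2 fold change of 1.08 (214 genes), and those with a gained H3K4me3 peak 1.02 (77 genes), each above all random lists. The H3K4me3 median was 0.514 with equal numbers of peaks and 0.44 with a window of 2000 bp. Lost promoter peaks stayed within the random lists, at 0.0474 (221 genes, percentile 17.3) for H3K27ac and 0 (100 genes, percentile 29.7) for H3K4me3. At enhancers, gained and lost peaks had 0.0603 and -0.0896 for H3K27ac and 0.0299 and -0.0724 for H3K4me3. Of the 440 genes higher in KO-PBS and of the types whose starts were used, 56.8% (52.2 to 61.4%) had H3K27ac in WT-PBS and 67.3% (62.8 to 71.5%) in KO-PBS. For H3K4me3 the shares were 79.3% (75.3 to 82.8%) and 83.9% (80.1 to 87.0%), and for ATAC 53.6% (49.0 to 58.2%) and 73.4% (69.1 to 77.3%). The ATAC shares rose in general, from 61.1 to 68.4% in random lists of like expression and from 73.9 to 79.0% in all genes tested.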

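H3K4me1 promoter peaks found in the library labelled KO-PBS alone lay at genes with a median log2 fold change of 0.00082 (210 genes), and those in the library labelled WT-PBS alone at genes with 1.65 (28 genes). The second median was 0.789 without KO_PBS_638, 0.831 with an overlap of 50%, 0.515 with equal numbers of peaks and 0.429 with a window of 2000 bp. The order of the medians is the reverse of that for H3K27ac and H3K4me3. Peaks away from promoters had -0.064 (1020 genes) and 0.0067 (327 genes).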

The expression of some of the KO-induced genes additionally correlates with H3K4me1 enrichment, which together with H3K27ac deposition is associated with active transcription [90]. Inversely, some of the genes whose expression is induced by Ercc1 deficiency are depleted in H3K27me3, which is associated with Polycomb-associated gene repression, at promoters of microglia from KO versus WT mice (Fig. 4B). Together, this indicates that the expression of primed genes in Ercc1 deficient mice might be driven by enriched chromatin characteristics associated with permissive transcription and depletion of repressive chromatin marks.

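The repressive mark H3K27me3 was at the promoters of 38.2% (33.8 to 42.8%) of the genes higher in the mutant in WT-PBS and 26.8% (22.9 to 31.1%) in KO-PBS. Genes that lost an H3K27me3 promoter peak had a median log2 fold change of 0.28 (44 genes), and those that gained one -0.52 (13 genes). The second was -0.185 with equal numbers of peaks and -0.196 with a window of 2000 bp. Axl is among the genes with the mark in WT-PBS and without it in KO-PBS.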

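Promoters of genes higher in the mutant, such as Clec7a and Axl, held more open chromatin and active marks and less H3K27me3 in KO-PBS, for H3K27ac, ATAC and H3K27me3 by shares whose intervals do not overlap. Part of the rise for ATAC is general, as random lists of like expression rose too. H3K4me3 changed less, and its intervals overlap. The libraries are single pools, so a difference between pools cannot be told from one between genotypes. From the gains of permissive marks and the loss of H3K27me3 at these genes, the paper proposes that they drive the expression of primed genes.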

**Fig. 4:**
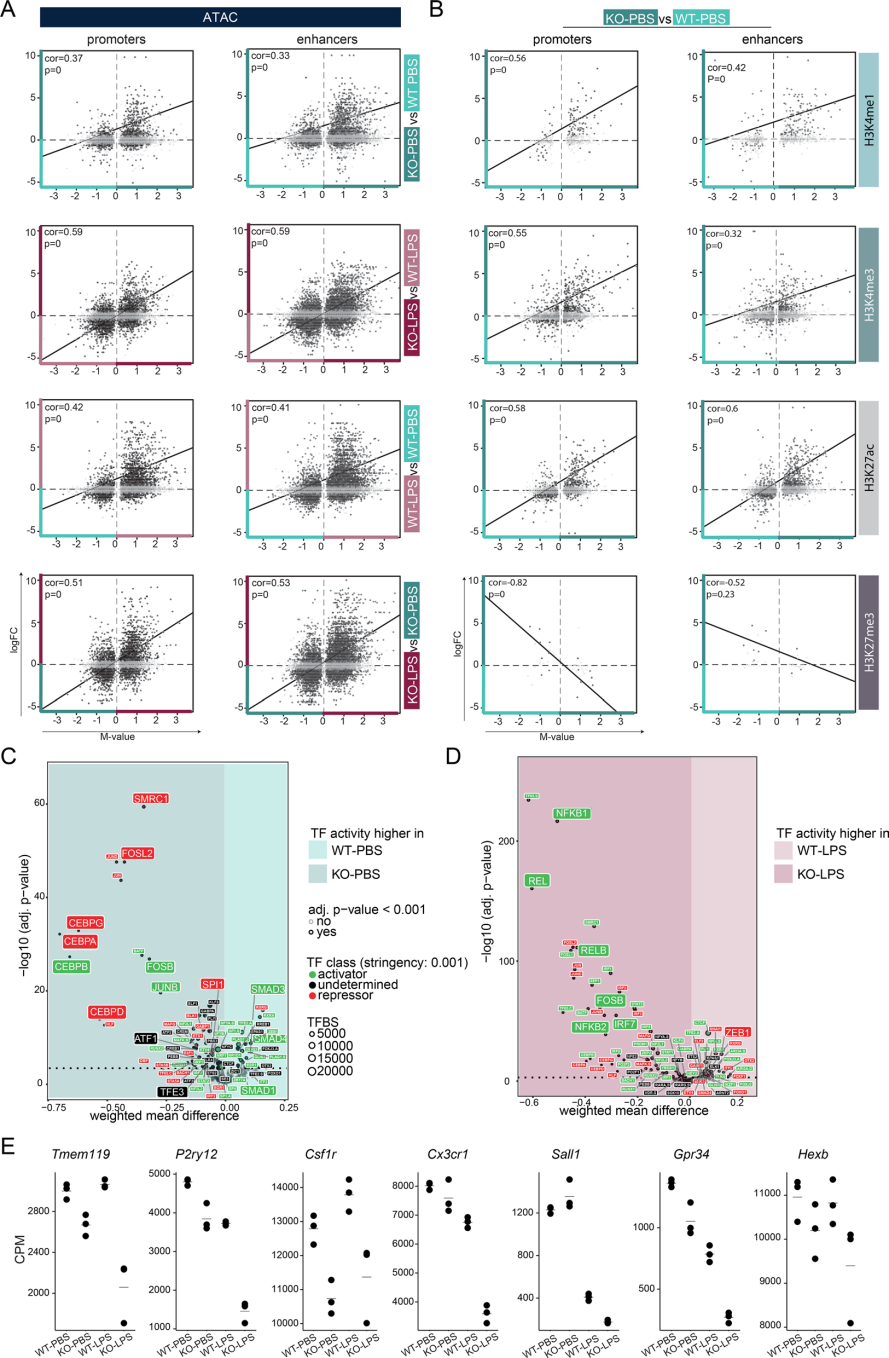
Enhancer and promoter signatures of transcriptional permissive marks regulate training in primed microglia. **a**, **b** Scatterplots depicting the correlation of differentially expressed genes (logFC) with corresponding differential ATAC peaks (M-value) in KO versus WT, LPS-treated KO versus LPS-treated WT, LPS-treated WT versus WT and LPS-treated KO versus KO microglia (**a**), and differential H3K4me1, H3K4me3, H3K27ac or H3K27me3 peaks (M-value) in KO versus WT microglia (**b**). The chromatin peaks are divided into promoters (within 2 kb of the nearest TSS) and enhancers (distal to promoters). Each dot represents a differentially expressed gene that is associated with a significantly differential chromatin peak (FDR < 0.01) in the given comparison. Gray color of dots indicates non-significant gene expression differences (logFC > 1, FDR > 0.01). **c**, **d** Transcription factor binding site analysis generated by diffTF to identify critical regulators for different gene sets based on ATAC- and RNA-seq data. Volcano plots depicting weighted mean difference of accessible TFBS between KO-PBS versus WT-PBS (**c**) and KO-LPS versus WT-LPS (**d**) microglia. The color of each TF indicates its classification into activator (green), repressor (red) or undetermined (black) based on correlation of TFBS accessibility with RNA expression of the TF. **e** Gene expression values (CPM, Additional file 6) of selected homeostatic microglia genes in the primed mouse model. Every dot depicts an individual animal (*n* = 3 per experimental condition). *CPM* counts per million reads, *TF* transcription factor, *TFBS* transcription factor binding site

We next determined accessible conserved TFBS and corresponding expression of the TFs in microglia of (LPS-treated) Ercc1 deficient and WT mice. Compared to controls, SMAD1/3/4 binding sites are lost in microglia of KO mice (Fig. 4C; Additional file 12), which are involved in maintenance of the microglia homeostatic gene signature [29, 82]. 

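SMAD sites were in 4.13% of peaks gained in KO-PBS and 4.20% of peaks lost, a difference of -0.072 percentage points (-0.748 to 0.538), an interval that holds 0. The WT-PBS list is the shorter one, and 74.5% of the gained peaks are in the PP list. A lack of signal in WT-PBS could hide a difference, so this does not decide whether SMAD sites were lost. The factor gene Smad3 had a log2 fold change of -0.30 (standard error 0.11, adjusted p = 0.103) and Smad4 a log2 fold change of -0.27 (standard error 0.14, adjusted p = 0.26) from edgeR's quasi-likelihood test, neither past the test.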

Generally, immune activation of microglia results in the loss of the homeostatic signature [27, 40, 41, 91], and our data show that this is also true in primed microglia (Fig. 4E). 

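The homeostatic receptor genes P2ry12, Tmem119 and Cx3cr1 had log2 fold changes of -0.58, -0.38 and -0.31 (standard errors 0.39, 0.33 and 0.34, adjusted p from 0.38 to 0.63) in KO-PBS versus WT-PBS from edgeR's quasi-likelihood test, none past the test. P2ry12 stood at 3661 ± 259 CPM in KO-PBS and 5488 ± 3205 CPM in WT-PBS (SD, n = 3 each). Of 21 homeostatic genes, 1 was lower and 1 higher (1 and 1 when adjusted over the list alone), with a median of -0.29. The WT-PBS libraries include Control_PBS_175, which lies apart from the others. Unlike larger list counts, these counts are given for the main setting alone, without other settings or single libraries left out.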

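Peaks gained in KO-PBS held C/EBP sites more often than peaks lost, 12.8% against 7.04%, a difference of 5.77 percentage points (4.88 to 6.61). AP-1 sites differed by 4.71 (4.06 to 5.29), and the element bound by ATF1 by 0.284 (0.0925 to 0.414), while the TFE site did not, at 0.108 (-0.0599 to 0.21). Within 50 bp of the summit the ATF1 element differed by 0.0906 (-0.0764 to 0.191), an interval that holds 0. Sites of PU.1 and CTCF also differed, by 3.34 (2.56 to 4.05) and 3.43 (2.89 to 3.90). The WT-PBS list is the shorter one, and 74.5% of the KO-PBS peaks absent from it are in the PP list. These motif differences can therefore not be told from a lack of signal in the WT-PBS library. Lysosome genes were higher in 7 of 17 (8 when adjusted over the list alone), with cathepsin B (Ctsb) at 0.82 (standard error 0.15, adjusted p = 0.0038) from edgeR's quasi-likelihood test, and the count was 4 without Control_PBS_171, 4 without KO_PBS_641 and 4 without KO_PBS_642.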

Microglial TF motifs with increased chromatin accessibility upon Ercc1 deletion include TFs whose associated functions were previously attributed to primed microglia [14, 27], namely lysosomal biogenesis (TFE3, [92]), inflammation (CEBP TF family [85–87], IER TF family, ATF1) and proliferation (CEBP TF family, [93, 94]) (Fig. 4C; Additional file 12).

In contrast to microglia of LPS-treated WT mice, trained microglia of LPS-treated KO mice are enriched in accessible TF motifs for regulators with known roles in acute LPS-induced inflammation [27, 78, 83], including NFKB2 and REL/RELB, several members of the IRF TF family (IRF7, 8, 9), and IER-related TFs. In addition, ZEB1, associated with immune response suppression [88, 89], is depleted in trained microglia (Fig. 4D; Additional file 12). Together with the fact that homeostatic genes in microglia of LPS-treated KO mice are even further downregulated than in KO microglia (Fig. 4E), these results underline the training of microglia from KO mice.

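After LPS, peaks found in KO and not in WT held more NF-kB sites, 7.05% against 1.91%, a difference of 5.14 percentage points (4.58 to 5.73), with 0.196 for the reversed string. IRF sites were in 5.60% against 2.46%, a difference of 3.14 percentage points (2.62 to 3.69), with 1.14 for the reversed string. AP-1 and C/EBP sites differed by 8.71 (7.96 to 9.49) and 6.15 (5.34 to 6.97). The factor genes Relb and Irf7 were higher in KO-LPS, at 1.71 (standard error 0.17, adjusted p = 1.9e-05) and 4.20 (standard error 0.27, adjusted p = 9.6e-07) from edgeR's quasi-likelihood test.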

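ZEB sites were less frequent in peaks gained in KO-LPS, 5.11% against 7.90%, a difference of -2.78 percentage points (-3.38 to -2.17), with -0.812 for the reversed string. They were also less frequent in KO-PBS versus WT-PBS, by -3.53 (-4.47 to -2.65), where the reversed string gave -1.08, so part of the difference may follow base composition. The difference with PBS can also not be told from a lack of signal in the WT-PBS library. Zeb1 had a log2 fold change of 0.60 (standard error 0.24, adjusted p = 0.093) in KO-LPS versus WT-LPS from edgeR's quasi-likelihood test, not past the test.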

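After LPS, homeostatic genes were lower in KO than in WT for 10 of 21 and higher for 2 (10 and 2 when adjusted over the list alone), with Sall1 at -1.36 (standard error 0.32, adjusted p = 0.0078) and Gpr34 at -1.65 (standard error 0.30, adjusted p = 0.0016) from edgeR's quasi-likelihood test. The lower count was 6 without Control_LPS_149, Control_LPS_184, Control_LPS_185 or KO_LPS_194, 4 without KO_LPS_600 and 16 with limma and sva. P2ry12 was at -1.49 (standard error 0.39, adjusted p = 0.014), not past the test without KO_LPS_600 (adjusted p = 0.0596). Against KO-PBS, 7 of 21 were lower in KO-LPS (6 when adjusted over the list alone), 4 without KO_PBS_641, 4 without KO_LPS_600 and 12 with limma and sva.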

These data suggest that Ercc1 depletion shapes a chromatin landscape that enables both the loss of the microglia homeostatic signature, and the gain of a transcriptional profile associated with inflammation, which is enhanced with LPS challenge.

### A large proportion of tolerized genes show an increased transcriptional response in primed and trained microglia

Both in tolerized (cluster 2 and 4, Fig. 2A) and primed/trained gene sets (cluster 1, 2 and 4, Fig. 2B), immune system processes were significantly enriched (Fig. 2C, D). We intersected these gene sets and not only were similar biological processes affected, but many of the differentially regulated genes were also shared.

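Among 14718 genes tested in both models, 133 that were induced by the first LPS and lower in LL, such as Cxcl10 and Ccl5, were also higher in KO-LPS than in WT-LPS, against 8.34 for independent lists. The overlap with genes higher in KO-PBS was 66 (5.01 for independent lists). Cxcl10 had log2 fold changes of 4.43 in KO-PBS and 2.98 in KO-LPS, and Ccl5 had 4.87 and 4.05. The 2 models share no libraries, but genes that respond to any inflammation can move together, which independent lists do not allow for.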

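Tolerized genes as the paper lists them, with 261 tested in both models, overlapped with 160 genes higher in KO-LPS (11.6 for independent lists) and 87 higher in KO-PBS (7.31). These 87 include Nlrc5, a regulator of MHC class I genes, at 3.69 (standard error 0.31, adjusted p = 1.2e-05) in KO-PBS versus WT-PBS from edgeR's quasi-likelihood test.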

Out of the 302 tolerized genes, 145 genes overlap with acute LPS response-induced genes and 46 showed a significantly higher expression level in microglia of LPS-treated mice and *Ercc1*^*Δ/ko*^ mice after LPS treatment. 264 and 249 genes were uniquely enriched in primed (KO-PBS versus WT-PBS) and trained (KO-LPS versus WT-LPS) microglia, respectively, and 251 genes overlapped between these conditions. 

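The lists derived here hold 272 genes higher in KO in both states (19.0 for independent lists), of which 137 are in neither the acute nor the PL versus LL list. Outside those lists, 116 genes were higher with PBS alone and 234 with LPS alone. Cst7 and Lgals3, genes of the primed state, are among the 272, with log2 fold changes of 4.41 and 4.82 (standard errors 0.24 and 0.41, adjusted p from 4.0e-07 to 8.5e-06) in KO-LPS versus WT-LPS from edgeR's quasi-likelihood test.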

Finally, 103 overlapping genes were enriched in acutely challenged, tolerized, primed as well as trained microglia (Fig. 5A; Additional file 13). 

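Of the 103 genes the paper places in all 4 sets, 101 could be tested, and all 101 had higher means in PL than in PP, in PL than in LL and in KO than in WT in both states. The paper chose these genes on these same samples, so these counts are not independent evidence. Called higher were 100 in PL versus PP, 63 in PL versus LL, 85 in KO-PBS and 99 in KO-LPS, with medians of 1.91, 1.42, 2.97 and 3.48. For 32 the second LPS response was smaller by the interaction test, and for 1 the response was larger in KO. The lists derived here place 65 genes in all 4 sets, among them Cxcl10, Ccl2 and Cdkn1a. The number would be 3.33 if the 180 acute genes lower in LL were independent of the 272 genes higher in KO in both states.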

Significantly associated biological processes within these gene sets were identified (Fig. 5B; Additional file 14). 

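Division genes Top2a, Ccna2 and Bub1 are among the 178 genes called higher in KO-PBS and not in KO-LPS versus WT-LPS, which hold 13 of the 28 proliferation genes, and the paper's set of 264 holds 10 of the list. The limit to PBS is not strict, because after LPS the list was still higher in KO for 13 of 28 (20 when adjusted over the list alone), with Mki67 at 2.66 (standard error 0.55, adjusted p = 0.0034) from edgeR's quasi-likelihood test. That count was 6 without Control_LPS_149, 7 without Control_LPS_184, 8 without Control_LPS_185, 7 without KO_LPS_193, 7 without KO_LPS_194 and 20 with limma and sva and with limma without sva. A further 11 of the list are in the paper's set of 251.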

Genes involved in ‘organelle fission’, ‘nuclear division’ and ‘chromosome segregation’ were associated with and limited to primed microglia from Ercc1 deficient mice. The genes exclusive for training are involved in ‘response to oxidative stress’ and ‘ribosomal small subunit assembly’. 

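Small ribosomal subunit genes were higher in KO with PBS as well as with LPS, in 13 of 14 and 14 of 14, with medians of 0.77 and 0.82 (14 and 14 when adjusted over the list alone). These counts need no minimum fold change, whereas the paper's thresholds ask for a log2 fold change above 1. A gene near that limit, such as Rps19 below, can thus fall in a set for LPS alone. Many processed pseudogenes share reads with this list. Rps19 had a log2 fold change of 0.88 (standard error 0.13, adjusted p = 0.0011) with PBS and a log2 fold change of 1.20 (standard error 0.13, adjusted p = 5.0e-05) with LPS from edgeR's quasi-likelihood test, and 0 of 14 members had a larger LPS response in KO by the interaction test (0 when adjusted over the list alone). The paper's set of 249 genes holds 3 of this list and 1 of the oxidative stress list. Oxidative stress genes higher in KO-LPS include Slc7a11 and Srxn1, at log2 fold changes of 2.83 and 1.12 (standard errors 0.56 and 0.26, adjusted p from 0.0027 to 0.0065).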

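The paper's set of 251 holds 9 of the primed genes, 11 proliferation genes, 5 of antigen presentation and 4 interferon-stimulated genes, and no cytokine or chemokine of the lists used here. Siglec1, a sialic acid receptor of interferon-exposed macrophages, was higher in KO in both states, at 3.86 (standard error 0.32, adjusted p = 1.2e-05) with PBS and 3.96 (standard error 0.32, adjusted p = 6.0e-06) with LPS from edgeR's quasi-likelihood test.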

The 251 genes that are shared between primed and trained microglia are associated with ‘positive regulation of cytokine production’ and ‘regulation of immune effector process’. The acute, tolerized and trained gene sets, with or without the primed gene set, share GO terms such as ‘regulation of innate immune response’, ‘NF-kappaB signaling’ and ‘regulation of apoptotic signaling pathway’.

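Tnfaip3, Relb and Nfkb2 are NF-kB genes with a smaller second LPS response in the recurrent model and a higher level in KO-LPS, at log2 fold changes of 1.91, 1.71 and 1.75 (standard errors 0.36, 0.17 and 0.28, adjusted p from 1.9e-05 to 0.0019) from edgeR's quasi-likelihood test. The death receptor gene Fas had an interaction of -3.21 (standard error 0.40, adjusted p = 6.9e-04) in the recurrent model and was higher in KO-LPS at 2.53 (standard error 0.56, adjusted p = 0.0055). Genes induced by LPS and higher in both KO-PBS and KO-LPS number 133. The number would be 25.8 if the 1394 induced genes were independent of the 272 genes higher in KO in both states.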

**Fig. 5:**
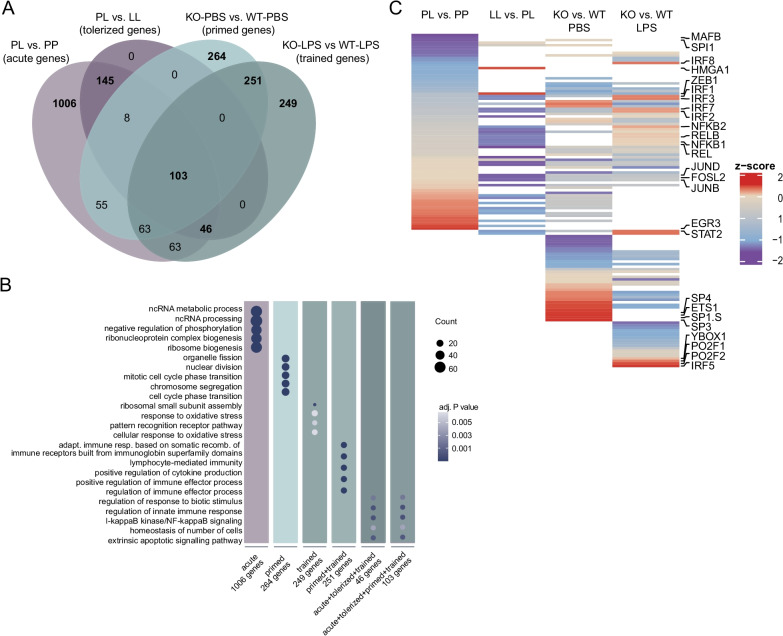
Inflammatory genes show distinct epigenetic regulation in ‘acute’, ‘tolerant’, ‘primed’ and ‘trained’ microglia. **a** Venn diagram of the enriched genes in acute (PL versus PP, light purple, Additional file 5), tolerized (clusters 2 and 4, dark purple, Additional file 7), primed (KO-PBS versus WT-PBS, mint, Additional file 6) and trained (KO-LPS versus WT-LPS, dark mint, Additional file 6) microglial response. **b** Dotplot depicting the GO terms associated with unique and overlapping gene sets of acute, tolerant, primed and trained microglia. The size of the dot represents the gene count per GO term and the color indicates the adjusted *P*-value. **c** Heat map depicting row z-scores of weighted mean differences (adjusted *P* value < 0.001) of ATAC peaks at loci of specific TF motifs in the indicated comparisons identified with diffTF (based on Figs. 3B, D, 4C, D; Additional files 10, 12). Only accessible TF motifs of activating, repressing and undetermined TF are displayed (not-expressed TFs were filtered out). White space indicates non-significant weighted mean differences of ATAC peaks at the given locus and/or not-expressed TFs in the indicated comparison.

In order to determine possible regulators of the opposing LPS response between tolerized and trained genes, motifs for TFBS in genomic regions with enriched chromatin accessibility were identified with diffTF in acute (PL versus PP), tolerant (LL versus PL), primed (KO-PBS versus WT-PBS) and trained (KO-LPS versus WT-LPS) microglia (Fig. 5C; Additional file 10, 12). The four identified microglial phenotypes (acute, tolerized, primed, trained) seem to be regulated by specific TF networks, explaining why gene sets, although being partially shared between some or all of the four phenotypes, are regulated in opposite directions.

Summarizing, the presented data indicate that microglia in vivo possess innate immune memory and that different types of stimuli, in this case Ercc1 deficiency or LPS, can leave epigenetic imprints which seem to influence the response towards a secondary challenge leading to microglia training or tolerance to LPS. Condition-specific epigenetic profiles seem to involve the activity of specific TF networks, which might drive the opposite regulation of shared genes in trained and tolerant microglia.

## Discussion

Monocytes and tissue-resident macrophages play important roles in development, metabolism and immunity, thereby contributing to the maintenance of homeostasis. Though they are innate immune cells, macrophages can retain information of past inflammatory events, resulting in an altered response to reinfection. Depending on the primary trigger, macrophages can become ‘tolerant’, showing hypo-responsiveness, or ‘trained’ with increased responsiveness to subsequent stimuli. Biologically, these mechanisms are generally thought to provide a survival advantage in case of trained immunity [95], while the refractory state of tolerant macrophages causes increased mortality [4]. However, these effects seem to be context-dependent and it was hypothesized that trained immunity might have deleterious consequences in autoimmune diseases (Arts, Joosten, et al. [96]), whereas tolerance can provide a protective mechanism limiting the toxic effects of prolonged inflammation [97].

Monocytes/macrophages undergo functional programming after exposure to microbial components [6, 8] and the associated genome-wide epigenetic characteristics of innate immune memory have been described over the past years [5, 6, 98–100]. These observations are thought to provide clues as to which pathways to target to reverse ‘tolerance’ or stimulate ‘training’ in a clinical setting.

The CNS parenchyma contains microglia, tissue-resident macrophages that fulfill highly specialized functions extending far beyond their innate immunological functions [9, 101]. Besides their different job-description that is attuned to their CNS environment, in contrast to some other tissue-derived macrophages, microglia also have a relatively long lifespan [48, 49, 101, 102]. Microglia longevity together with the long-lasting nature of epigenetic mechanisms can have drastic effects on brain functioning and cognition.

In microglia, altered functional outcomes reminiscent of ‘tolerance’ and ‘training’ have been described and these mechanisms might contribute to poor cognitive outcomes in sepsis patients [103], the general aged population and neurodegeneration [2, 11, 36, 44, 104, 105]. Particularly, disease features in mouse AD and stroke models appear to be altered in animals where microglia were exposed to systemic inflammatory stimuli [11].

Many factors influence the extent to which a peripheral LPS injection induces a response in CNS resident macrophages, including microglia. These include the dose of LPS [106] the time between the LPS administration and analysis [107], the measured output parameter (morphological changes take more time to take shape compared to changes in RNA expression) and ambient temperature [108]. Here, we show that under our experimental conditions, exposure of microglia to an inflammatory challenge (LPS) or an environment of accelerated aging in vivo results in substantial transcriptional and epigenetic changes that impact on their future ability to mount an inflammatory response. In particular, we found that approximately 103 genes are oppositely regulated when ‘desensitized’ or ‘primed’ microglia are exposed to i.p. injection of LPS and that these genes are involved in inflammatory and apoptotic processes.

In the control situation, promoter and cis-regulatory elements associated with these inflammatory genes are characterized by a certain degree of chromatin accessibility, as well as H3K4me3 and H3K27Ac enrichment. In agreement with increased transcription of inflammatory genes in microglia from mice treated with LPS, these chromatin parameters were increased during the acute response. In case of tolerance, abundance of these marks is decreased after LPS re-exposure, which, at least partially, explains compromised induction of gene expression after secondary LPS challenge. Possibly, there is a second layer of gene expression repression by inhibitory histone marks. Previous data suggest a role for the inhibitory histone marks H3K9me2/3 in this context [17, 99]. The TF RELB has a recruiting role for H3K9me2/3 at the *Il1β* locus after LPS challenge, which leads to transcriptional repression of *Il1β* in response to a secondary LPS challenge [17, 45]. We identified enriched accessible binding motifs for REL and RELB in PL versus LL microglia genome-wide, indicating that a primary LPS challenge might lead to recruitment of REL/RELB at regulatory elements of tolerized genes and might inhibit gene expression upon secondary LPS challenge through recruitment of H3K9me2/3. However, this hypothesis needs to be confirmed in future ChIP-sequencing experiments.

In case of priming, gene sets involved in the immune response and cell division were enriched in *Ercc1*^*Δ/ko*^ microglia as well as after an LPS exposure. This data is substantiated by earlier findings showing an increase in the number of Ki67-positive Iba1 microglia in *Ercc1*^*Δ/ko*^ mice and increased phagocytotic activity and production of reactive oxygen species of LPS-challenged *Ercc1*^*Δ/ko*^ microglia [14]. Next to gene expression changes, the continuous exposure to an aging environment results in increased chromatin accessibility as well as H3K4me3 and H3K27Ac enrichment. SMAD binding elements are known to act collaboratively with PU.1 and other TFs to facilitate transcription of the homeostatic microglia signature [109]. In the accelerated aging model, chromatin signatures associated with active gene expression are less associated with SMAD binding elements. This is accompanied by a decrease in expression of homeostatic microglia signature genes in *Ercc1*^*Δ/ko*^ microglia, especially following LPS treatment. Microglia priming in this model is caused by neuronal genotoxic stress, since only Ercc1 deficiency in neurons, but not astrocytes and microglia induced microglia priming [14, 110]. While active marks on promoters and enhancers correlate with increased expression, the Polycomb regulated repressive mark H3K27me3 is lost in some associated genes whose expression is increased in *Ercc1*^*Δ/ko*^ microglia. Loss of the Polycomb mark H3K27me3 could be a critical determinant of cellular identity and function of primed microglia as the Polycomb repressive complex 2 (PRC2) is involved in maintenance of homeostatic microglia identity in different CNS brain regions. Loss of PRC2 activity in microglia resulted in aberrant gene expression and altered functionality [111].

Microglia training was previously observed in an AD amyloid mouse model, where an LPS challenge administered prior to the onset of AD pathology caused exacerbation of β-amyloidosis [11]. Although the hyper-responsive nature of microglia to two stimuli seems to be comparable in these two studies, the underlying molecular mechanisms might be different due to the fact that the LPS stimulus and AD pathology were separated by a non-inflammatory phase [11], while persistent microglial activation is present in *Ercc1*^*Δ/ko*^ mice.

Though the genes involved in tolerance and training are overlapping, the fact that the chromatin composition in these regions is diverse, suggests the involvement of distinct protein complexes and epigenetic enzymes. Summarizing, different molecular pathways and different epigenetic mechanisms regulate the behavior of inflammatory genes in ‘tolerant’ or ‘trained’ microglia.

## Conclusion

Our data provide evidence that at least one type of macrophage, the CNS endogenous microglia, in vivo can adopt transcriptional and epigenetic programs that contribute to the establishment of different functional phenotypes and thereby influence neuroinflammation in the long term.

## Supplementary Information

**Additional file 1: Fig. S1** related to Fig. 1, FACS sorting of microglia. **a,** Single, viable microglia are isolated using side scatter and forward scatter parameters, followed by exclusion of DAPI^pos^ (dead) events. Further purification was done by exclusion of Ly-6C^pos^ CNS macrophages. **b**, CD11b^pos^ and CD45^int^ microglia were sorted.

**Additional file 2: Fig. S2 **related to Fig. 1, RNA-sequencing of desensitized/tolerant and primed/trained microglia. **a, b,** Average (**a**) and individual (**b**) bodyweight (gram) before (Day -3), on the day of and just before the LPS injection (Day 0) and up to 25 days after LPS injection. **c, d,** PCA-plots of RNA-seq data of microglia in the LPS desensitization tolerance (**c**) and Ercc1-induced priming (**d**) mouse models. Every dot depicts an individual animal (n = 3 per experimental condition). **e,** Volcano plots illustrating the similarity in the acute LPS response in microglia from naive mice. Dots represent log fold change (LogFC) of differential expressed genes between PL and PP (**e**). Genes were ranked according to their expression level and based on that classified into percentiles. Next, for each gene of the two comparisons, the delta percentile was calculated and indicated as colors in the volcano plot, where light blue indicates similar and dark blue indicates deviant expression between the indicated conditions. Gray dots indicate gene expression differences with logFC < 1 and adjusted P values > 0.01. **f, g,** Gene expression values (CPM) of genes in the tolerance (**f**) or priming (**g**) mouse model. Every dot depicts an individual animal (n = 3 per experimental condition). CPM = counts per million reads, g = gram

**Additional file 3: Fig. S3. **Related to Fig. 2, LPS-downregulated genes and associated GO terms. **a,** Heatmap with Manhattan distance-based hierarchical clustering analysis of downregulated genes in response to LPS in microglia of C57BL/6 mice (n = 3 per experimental condition) three hours after i.p. injection with LPS (LogFC > 1 and FDR < 0.01, PP versus PL). **b, c,** Gene ontology (GO) analysis of genes upregulated (**b**) and downregulated (**c**) 3 h after LPS challenge in microglia of C57BL/6 mice. Based on gene count per GO term, the top 20 GO terms were identified. The size of the dot represents the gene count per GO term and the color indicates the adjusted P value.

**Additional file 4: Fig. S4. **Related to Figs. 3 and 4, ATAC- and ChIP-sequencing peak enrichment at representative desensitized and primed gene loci. **a,** Experimental strategy for the analysis of chromatin accessibility, and occupation by histone modifications. H3K4me3 and H3K27ac were analyzed in ‘desensitized’ and ‘tolerant’ microglia. H3K4me1, H3K4me3 and H3K27ac were determined in ‘primed’ microglia. **b, c**, Tracks of ATAC and indicated histone marks sequencing data of representative desensitized/tolerant (**b**) and primed/trained (**c**) genes. For ChIP, chromatin of 5 mice per experimental group was pooled; for ATAC, microglia (80,000 total) from 2 mice per experimental group were pooled. Tracks were visualized using JetBrains SPAN peak analyzer. Gene expression of these genes are shown in S2F and S2G.

**Additional file 5: **Count table and differentially expressed genes for all comparisons in the tolerance mouse model (related to Figs. 1 and 3).

**Additional file 6: **Count table and differentially expressed genes for all comparisons in the primed mouse model (related to Figs. 1 and 4).

**Additional file 7: **Genes and associated gene ontology terms for each cluster identified in the tolerance model (related to Figs. 2 and S3).

**Additional file 8: **Genes and associated gene ontology terms for each cluster identified in the priming mouse model (related to Figs. 2 and S3).

**Additional file 9: **Annotated differential ATAC, H3K4me3 and H3K27ac peaks in microglia of PL versus PP, PL versus LL and LL versus LP mice (related to Fig. 3A, 3B, 3C).

**Additional file 10: **TFBS of differential ATAC peaks in microglia of PP versus PL, LL versus PL and LP versus LL mice and classification of TFs based on correlation of TFBS peaks with TF target gene expression (related to Figs. 3D, 3E, 3F, 5C).

**Additional file 11: **Annotated differential ATAC, H3K4me1, H3K4me3, H3K27ac and H3K27ac peaks in microglia of KO-PBS versus WT-PBS, KO-LPS versus WT-LPS, WT-LPS versus WT-PBS and KO-LPS versus WT-PBS mice (related to Fig. 4A, 4B).

**Additional file 12: **TFBS of differential ATAC peaks in microglia of WT-PBS versus KO-PBS and WT-LPS versus KO-LPS mice and classification of TFs based on correlation of TFBS peaks with TF target gene expression (related to Figs. 4D, 4E, 5C).

**Additional file 13: **Lists of genes uniquely or overlappingly enriched in acute, tolerized, primed and trained microglia (related to Fig. 5A).

**Additional file 14: **GO terms associated with genes uniquely or overlappingly enriched in acute, tolerized, primed and trained microglia (related to Fig. 5B).

## Data Availability

All next-generation sequencing data can be viewed at NCBI GEO under accession number GSE175578.

## Abbreviations

AD: Alzheimers' disease
ATAC: Assay for transposase-accessible chromatin
ChIP: Chromatin immunoprecipitation
CNS: Central nervous system
CPM: Counts per million
FACS: Fluorescence activated cell sorting
GO: Gene Ontology
IIM: Innate immune memory
IP: Intraperitoneal
KO: Knock out
logFC: Log fold change
LPS: Lipopolysaccharide
LL: LPS-LPS treatment
LP: LPS-PBS treatment
PBS: Phosphate buffered saline
PL: PBS-LPS treatment
PP: PBS-PBS treatment
qPCR: Quantitative polymerase chain reaction
RNA: Ribonucleic acid
TSS: Transcription start site
TF: Transcription factor
TFBS: Transcription factor binding site
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

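RNA came from microglia sorted from single mice, with 12 libraries in the recurrent LPS model (PP, LP, PL and LL) and 12 in the Ercc1 model (WT-PBS, KO-PBS, WT-LPS and KO-LPS), 3 mice per group. ATAC lists cover these 8 groups, H3K4me3 and H3K27ac lists cover PP, LP, PL, LL, WT-PBS and KO-PBS, and H3K4me1 and H3K27me3 lists cover WT-PBS and KO-PBS. Conditions were taken from the sample labels and the paper.

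The deposited RNA tables hold expected counts per gene, which the authors made by trimming with bbduk, aligning to GRCm38 with STAR 2.7.3a and counting with featureCounts 2.0.0. These are unscaled values with fractions, from reads shared between places or genes, a step that the paper does not describe. For peaks, the deposited lists give the score, the signal (ATAC), the -log10 p and, for the marks, the -log10 q that the authors' peak callers wrote after alignment with Bowtie2 2.3.5.1 and removal of duplicates, blacklisted regions and poorly placed reads. The authors called ATAC peaks with Genrich 0.5 at a p of 0.01 and peaks of the marks with SPAN against the input, with thresholds set by hand per sample. No reads, coverage tracks or input libraries were used, so the MAnorm and diffTF steps of the paper were not repeated.

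Expected counts were rounded to whole numbers, which kept at least 99.99% of each library's total, filtered with filterByExpr and scaled by TMM in edgeR 4.0.16 under R 4.3.3. Each model was fitted on its own with group means, and contrasts and interactions were tested with the quasi-likelihood test of edgeR on 16096 and 17460 genes. Adjusted p values are Benjamini-Hochberg values from edgeR over all genes tested, and a standard error is the log2 fold change divided by the square root of F. A gene is called at an adjusted p under 0.01 and a log2 fold change above 1 or below -1. List members and named genes pass the test at an adjusted p under 0.05 with no minimum fold change, and list counts are also given when adjusted over the list alone. The 23 lists are the NF-kB family and inhibitors, inflammatory cytokines, chemokines, interferon-stimulated genes, immediate early genes, homeostatic microglia genes, primed microglia genes, proliferation, antigen presentation, ribosome biogenesis, small ribosomal subunit proteins, lysosome, oxidative stress response, p53 targets, neurons, oligodendrocytes, astrocytes, endothelial cells, neutrophils, monocytes, border-associated macrophages, lymphocytes and erythrocytes. Named genes are those the paper's text names or its Figs. 1B, 1C, 2A and 2B label, genes of the transcription factors it names, up to 6 called genes per direction and comparison with the largest change, a mean of at least 5 CPM and no overlap between the groups' libraries, and up to 4 members per list with the largest change past the test.

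Induced genes were clustered on scaled log2 CPM (prior count 2) with ward.D2 on Manhattan distances into 4 clusters, and a cluster counts as reduced where its second response is under 0.5 of the first. Peaks of 2 lists are shared at an overlap of at least 1 bp by bedtools 2.31.1. Peaks were assigned to starts of protein-coding and long non-coding genes on the autosomes, X and Y, so genes of other types enter no peak result. Medians of genes with gained or lost peaks were ranked among 10000 random lists of genes with a peak of that mark and class, matched in 10 bins of expression. Genes with both gained and lost peaks of a class entered neither median. Consensus motif strings were searched on both strands of the sequence around ATAC summits. Shares have Wilson's 95% interval and their differences Newcombe's, which hold counting error only. Python steps used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

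Total expected counts per library ran from 4530395 to 34659337. In simulated counts with 200 changed genes, the share of changes of log2 1.5 that was called for PL versus PP and for KO-PBS versus WT-PBS was 77% and 66% with edgeR, 79% and 84% with DESeq2, and 74% and 62% with limma. For changes of log2 3 it was 94% and 97%, 93% and 99%, and 94% and 90%. False calls were 0 and 0 with edgeR, 5 and 12 with DESeq2, and 1 and 0 with limma.

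The alternatives for RNA were DESeq2 1.42.0, RLE scaling, no filter on low counts, a filter at 1 CPM in 3 libraries, limma 3.58.1 voomWithQualityWeights with sva 3.50.0 (the paper's method) and without, a fit of the compared groups alone, a block on the replicate numbers of the recurrent model, and each library left out in turn. The surrogate variables estimated by sva numbered 2 in the recurrent and 3 in the Ercc1 model. Clusters were also made at 3 and 6 groups and on values centred without division by the SD. For peaks they were an overlap of 50% of the shorter peak, equal numbers of peaks, the highest-scoring peaks of each list, a promoter window of 2000 bp and a narrower motif window. The analysis of GO terms in the paper was not repeated.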

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

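The tests on other splits of the libraries, on cell type markers in Control_PBS_175 and on H3K4me1 lists of equal length, and the use of ATAC peaks also found in PP as a comparison, were chosen only after the results were seen.

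The response to the second LPS challenge differed from that to the first in 94 genes, by a test of this difference between groups. Of 100 splits of the 12 libraries, 2 called as many genes, the real one included, and the highest other count was 228. These splits do not hold the differences between groups fixed, and can turn one into an apparent interaction, so they do not decide whether chance can be excluded. The larger responses ranged over 0 (without PP replicate 2) to 45 (without PL replicate 3) and the smaller ones over 45 (without LL replicate 2) to 113 (without PL replicate 3) with 1 library left out.

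The LPS response differed between WT and KO microglia in 125 genes, by the same kind of test. Here 5 of 100 splits called as many, the real one included, and the highest other count was 2579, which leaves chance undecided for the same reason. The larger responses in KO ranged over 0 (without KO_PBS_638) to 64 (without Control_PBS_175) and the smaller ones over 1 (without Control_LPS_184) to 207 (without Control_PBS_175) with 1 library left out. Larger and smaller go by the sign of the interaction, so a stronger fall after LPS counts as smaller.

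For each pair of groups, 3 libraries against 3 make 10 splits, too few for a share under 0.05. In fits of the compared libraries alone, the real split called 2865 genes in PL versus PP, 1466 in LL versus PP, 197 in PL versus LL, 1245 in LL versus LP, 650 in WT-LPS versus WT-PBS and 2524 in KO-LPS versus KO-PBS, each as 1 of 10, with 0 as the highest other count. It called 257 in KO-PBS versus WT-PBS and 1722 in KO-LPS versus WT-LPS, with 3 and 3 as the highest other counts. In LP versus PP edgeR called 0 in all 10 splits.

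Markers of blood cells outside the sorted population, which the paper does not discuss, were higher in PL than in PP, 5 of 6 for neutrophils and 5 of 6 for monocytes. The gate kept Ly6C-negative cells, which should leave out most monocytes and neutrophils. The neutrophil count was 0 with DESeq2 and 0 without PL replicate 3, 0 without PP replicate 1, 0 without PP replicate 2 and 2 without PL replicate 2, whereas the monocyte count lay between 4 and 7 over all settings. The monocyte gene Fn1, at 6.84 ± 2.13 CPM in PL and 0.272 ± 0.26 CPM in PP (SD, n = 3 each), had a log2 fold change of 4.96 (standard error 0.65, adjusted p = 2.4e-05) from edgeR's quasi-likelihood test. No explanation of these markers was tested.

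H3K4me1 at promoters goes against the other marks, because genes with a promoter peak alone in the library labelled WT-PBS were higher in KO-PBS, with a median log2 fold change of 1.65. A candidate explanation is that the 2 H3K4me1 libraries carry each other's label, and the deposited files' names give the genotypes the other way round. Away from promoters, 1.23% of 1134 peaks alone in the library labelled WT-PBS overlapped H3K27ac peaks alone in KO-PBS, against 0.0753% of 2657 for the library labelled KO-PBS, a difference of 1.16 percentage points (0.623 to 1.99), as an exchange of labels would give. The first of these counts rests on 14 peaks and the second on 2. Overlap with H3K27ac peaks alone in WT-PBS differed by -0.452 (-0.788 to -0.0627) points, with ATAC peaks alone in KO-PBS by 4.69 (2.9 to 6.68) and with ATAC peaks alone in WT-PBS by -0.251 (-0.563 to 0.189). The paper relates H3K4me1 enrichment to the expression of some genes higher in the mutant (Fig. 4B). By label, the promoter medians here go the other way, at 0.00082 for peaks alone in KO-PBS and 1.65 for those alone in WT-PBS. The paper's statement therefore does not argue against an exchange in the deposited lists. Left open are a replacement of H3K4me1 by H3K4me3, with a difference of -5.79 points (-16.6 to 4.83) in overlap with H3K4me3 peaks of KO-PBS and -24.5 (-34.7 to -13.6) with those of WT-PBS, and unequal list lengths, with a median of 0.515 at equal lengths against an SD of 0.53 between replicates. H3K4me1 values are given by label throughout.

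The ATAC list of WT-PBS holds 36412 peaks and that of KO-PBS 52325. Lower depth or signal in the WT-PBS library may explain much of this, since 74.5% (73.9 to 75.1%) of the KO-PBS peaks absent from WT-PBS are in the PP list. Sites that open with the genotype are neither shown nor excluded. Genes with a promoter peak in KO-PBS and in neither WT-PBS nor PP had a median log2 fold change of 0.025, above 99.85% of random lists, but those with a peak in KO-PBS and PP and not in WT-PBS had 0.0279, above all of them, so the higher expression is not particular to such sites. Of the WT-PBS peaks absent from KO-PBS, 61.1% (59.6 to 62.5%) are in the PP list. Strain background and age also differ between PP and the Ercc1 mice, and the list of WT-LPS, from the same cross but after LPS, holds 75.2% (74.7 to 75.8%) of the KO-PBS peaks absent from WT-PBS.

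The library Control_PBS_175 lies apart from the other WT-PBS libraries. RNA from neurons, oligodendrocytes and astrocytes is argued against, as the lowest of their median differences was -0.529. A mouse given LPS and a KO mouse are argued against as well, as the library showed 26.1% and 24.9% of those differences. Immediate early genes were higher in it by a median of 1.37, and proliferation genes and erythrocyte markers differed by medians of -0.831 and -3.32. Handling of the tissue and differences between animals stay open and were not tested.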

How the results depend on the processing

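The setting that left out both Control_PBS_175 and KO_LPS_600 was chosen only after the results were seen. For named genes, 9094 of 9518 values under other settings kept their direction and their side of the threshold, 191 were no longer past it, 231 came past it and 2 reversed. With 1 library left out these were 8123 of 8880, 685, 70 and 2. Counts of genes stayed within 1.5 times for 139 of 172 values and for 107 of 156 with 1 library left out, and counts of list members for 798 of 863 and 643 of 744. Motif differences kept their side for 155 of 168, and medians beside peaks stayed within the spread between replicates for 188 of 204 and 381 of 408. Within 1.5 times under each setting and each left-out library were the counts higher (1465 to 1712) and lower (1169 to 1733) in PL versus PP, higher in LL versus PP (750 to 931) and LL versus LP (712 to 899), higher (882 to 1562) and lower (987 to 1502) in KO-LPS versus KO-PBS, and higher (543 to 995) and lower (506 to 926) in KO-LPS versus WT-LPS. In simulated counts of these depths, edgeR missed part of the changes of log2 1.5, recovering 77% and 66%, so a gene without a call can still differ by that much.

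Where a value moved, the cause was not tested, except that a fit without the filter tests more genes and a fit of the compared groups alone has fewer libraries. DESeq2 called 1 gene higher in LP than in PP, 57 lower in PL than in LL, 40 larger and 154 smaller second responses, 384 lower in WT-LPS, 142 lower in KO-PBS, and 164 larger and 388 smaller responses in KO. RLE scaling called 5 larger second responses. Without a filter on low counts these were 2, 98, 59 and 199, then 79 lower in KO-PBS and 80 and 223 for KO, and the acute responses of both models had r = 0.221. With limma and sva there were 1 higher in LP, 31 larger and 179 smaller second responses, and 132 and 502 for KO, and Cebpa in LL versus PP (-0.22, from 0.013) and Jun in PL versus LL (-0.55, from 0.16) reversed. Without sva limma called 6 lower in PL than in LL, and 71 and 325 for KO. The compared groups alone gave 17 lower in PL than in LL, 152 lower in WT-LPS, and 247 (50.5% of 489) higher and 10 lower in KO-PBS. With both libraries that lie apart left out, KO-PBS had 745 (152%) higher and 118 lower, and the responses in KO numbered 55 and 289. Clusters on centred values put 3.87% of induced genes in reduced clusters.

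The replicate block called 1 larger second response. Same-numbered libraries were nearest each other for 5 of 12, with a mean r of -0.00222, so the numbers do not pair them and the replicate block serves as an alternative alone.

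With 1 library left out, the counts ran over 422 (without LL replicate 1) to 672 (without LL replicate 2) for lower in LL versus PP, 119 (without LL replicate 2) to 211 (without PL replicate 3) for higher and 1 (without PL replicate 2) to 82 (without PL replicate 3) for lower in PL versus LL, and 308 (without LL replicate 1) to 535 (without LL replicate 2) for lower in LL versus LP. For the tolerance interaction they ran over 0 to 45 (larger) and 45 to 113 (smaller), and for that of genotype and LPS over 0 to 64 and 1 to 207. They ran over 456 (without Control_LPS_149) to 866 (without Control_PBS_175) for higher and 150 (without Control_LPS_149) to 314 (without Control_PBS_175) for lower in WT-LPS, and 21 (without KO_PBS_638) to 98 (without Control_PBS_175) for lower in KO-PBS. The count higher in KO-PBS ran over 65.0% (without KO_PBS_642) to 130.5% (without Control_PBS_175) of the 489 with all libraries. Itgal in WT-LPS versus WT-PBS ran over -0.803 (without Control_LPS_149) to 2.95 (without Control_PBS_175), and Lilrb4a in the interaction of genotype and LPS over -2.042 (without Control_PBS_175) to 2.006 (without Control_PBS_171).

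Medians beside peaks, with 1 library left out, ran over 0.148 to 0.173 for ATAC enhancer gained in PL versus PP, -0.0515 to 0.0221 for ATAC promoter gained in LL versus LP, 0.0611 to 0.118 for ATAC enhancer gained in LL versus LP, -0.0129 to 0.0426 for ATAC promoter gained in KO-PBS versus WT-PBS, -0.0433 to 0.00718 for ATAC enhancer gained in KO-PBS versus WT-PBS, 0.0787 to 0.113 for ATAC enhancer gained in KO-LPS versus KO-PBS, -0.464 to -0.0471 for H3K4me3 promoter lost in PL versus PP, -0.116 to -0.0364 for H3K4me3 enhancer gained in LL versus LP, -0.00223 to 0.215 for H3K4me3 promoter lost in PL versus LL and -0.0641 to 0.139 for H3K27ac promoter gained in PL versus PP. The others ran over 0.148 to 0.184 for H3K27ac enhancer gained in PL versus PP, -0.13 to 0.0642 for H3K27ac promoter gained in LL versus LP, 0.047 to 0.135 for H3K27ac enhancer gained in LL versus LP, -0.178 to -0.106 for H3K27ac enhancer lost in LL versus LP, 0.789 to 1.51 for H3K4me1 promoter lost in KO-PBS versus WT-PBS, 0.00777 to 0.0842 for H3K27ac enhancer gained in KO-PBS versus WT-PBS, 0.234 to 0.442 for H3K27me3 promoter lost in KO-PBS versus WT-PBS, -0.086 to -0.0461 for H3K27me3 enhancer gained in KO-PBS versus WT-PBS and -0.065 to -0.00685 for H3K27me3 enhancer lost in KO-PBS versus WT-PBS.

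With equal numbers of peaks the medians were 0.0895 for ATAC promoter peaks gained in KO-PBS and 0.142 in WT-LPS, 0.12 for enhancer peaks gained in KO-LPS versus KO-PBS, 0.193 for H3K4me3 promoter peaks lost in PL versus LL, -0.0575 (reversed) for H3K27ac promoter and 0.118 for enhancer peaks gained in PL versus PP. Between KO-PBS and WT-PBS they were 0.515 for lost H3K4me1, 0.514 for gained H3K4me3 and -0.185 for gained H3K27me3 at promoters. A window of 2000 bp gave these 0.429, 0.44 and -0.196, and reversed ATAC peaks gained in LL versus LP to 0.012 and H3K4me3 peaks lost in PL versus LL to -0.0215. An overlap of 50% gave 0.831 for lost H3K4me1 promoter and -0.0571 for lost H3K27me3 enhancer peaks. Among the highest-scoring H3K4me3 peaks, 76.1% of induced genes were marked in PP.

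With an overlap of 50%, equal numbers of peaks and the highest-scoring peaks, in this order, the shares of peaks in both lists were 78.6%, 80% and 80.7% for ATAC in PL versus PP, 77.2%, 81.8% and 79.6% in LL versus LP, 83.9%, 84.1% and 87.6% in PL versus LL, 55%, 70.2% and 59.8% in KO-PBS versus WT-PBS, 84.6%, 82.5% and 86.5% in KO-LPS versus WT-LPS, and 88%, 87.6% and 89.1% for H3K27ac in PL versus PP. For KO-PBS versus WT-PBS, the latter 2 settings gave 89.9% and 79.1% for H3K4me1 and 89.3% and 92.9% for H3K4me3, and the first and last 86.1% and 93.9% for H3K27me3.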

Differences from the paper's values

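The setting that leaves out both Control_PBS_175 and KO_LPS_600 was chosen after seeing the values, and all others were set before the data were examined. A count is said to differ where the larger of it and the paper's is over 1.5 times the smaller. A count that no longer differs can therefore still lie well away from the paper's.

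Genes called higher in PL than in LL number 197, where the paper has about 79 in Fig. 1D, read by eye. The value still differs under each alternative, with DESeq2 (213), RLE scaling (195), no filter on low counts (264), a filter at 1 CPM in 3 libraries (197), limma voomWithQualityWeights with sva, limma without sva (190), the compared groups alone (180) and a replicate block, and with each library left out (119 to 211). Genes called lower number 30, where the paper has about 11 in Fig. 1D, read by eye. This too differs under each alternative, with DESeq2 (57), RLE scaling (31), no filter on low counts (98), a filter at 1 CPM in 3 libraries (29), limma voomWithQualityWeights with sva (42), limma without sva (6), the compared groups alone (17) and a replicate block (20), and with each library left out (1 to 82).

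Genes called higher in KO-PBS than in WT-PBS number 489, where the paper has about 740 in Fig. 1E, read by eye. Under DESeq2 (705), no filter on low counts (577), a filter at 1 CPM in 3 libraries (499), limma voomWithQualityWeights with sva (521) and limma without sva (533), and without Control_PBS_175, the value no longer differs, and under RLE scaling (441) and the compared groups alone (247), and without each of the other 5 libraries of these groups (318 to 391), it does. Leaving out both libraries, chosen after seeing the values, gave 745. Genes called lower number 45, where the paper has about 97 in Fig. 1E, read by eye. Under DESeq2 (142) and no filter on low counts (79), and without Control_PBS_175 (98), this no longer differs, and under RLE scaling (52), a filter at 1 CPM in 3 libraries (47), limma voomWithQualityWeights with sva (60), limma without sva (62) and the compared groups alone (10), and without each of the other 5 (21 to 35), it does. Leaving out both libraries, chosen after seeing the values, gave 118.

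The paper's tolerized genes come from clusters, and those in the overlaps here are called higher in PL than in LL, with the genes of the reduced clusters as a second reading. The paper has 145 genes that are acute and tolerized and neither primed nor trained, against 46 here and 69 (which differs too) with the reduced clusters, and DESeq2 (48), limma voomWithQualityWeights with sva (37) and no filter on low counts (67) still differ. It has 103 genes in all 4 sets, against 65 here and 73 (which does not differ) with the reduced clusters, and DESeq2 (80), limma voomWithQualityWeights with sva (73) and no filter on low counts (93) no longer differ. It has 251 genes that are primed and trained alone, against 137 here and 139 (which differs too) with the reduced clusters, and DESeq2 (174), limma voomWithQualityWeights with sva and no filter on low counts no longer differ. It has 264 genes that are primed alone, against 116 here and 116 (which differs too) with the reduced clusters, and no filter on low counts (186) no longer differs, while DESeq2 (163) and limma voomWithQualityWeights with sva (129) still differ. Other settings were not run for these overlaps.

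The paper states that primed microglia lose the homeostatic signature. Over 21 homeostatic genes, 1 was lower and 1 higher in KO-PBS than in WT-PBS, with log2 fold changes of -0.58, -0.38, -0.31 and -0.066 (standard errors 0.39, 0.33, 0.34 and 0.32, adjusted p from 0.38 to 0.93) for P2ry12, Tmem119, Cx3cr1 and Sall1, while Tgfbr1 was lower at -0.42. These counts with PBS are given for the main setting alone, and the WT-PBS libraries include Control_PBS_175, which lies apart. After LPS, 10 homeostatic genes were lower in KO-LPS than in WT-LPS, while the paper describes a further fall in KO with LPS against KO without it. The motif shares that follow count consensus strings in peaks found in 1 list alone, unlike the read-based diffTF measure of the paper. The paper describes SMAD sites as lost in mutants, and their share differed by -0.072 (-0.748 to 0.538) percentage points between gained and lost peaks. It describes TFE3 sites as more accessible in mutants, and TFE sites differed by 0.108 (-0.0599 to 0.21). The SMAD and TFE values rest on the short WT-PBS list, where a lack of signal could hide a difference, so they do not decide against the paper. The paper describes ZEB1 sites as enriched in LL over PL, and ZEB sites differed by -0.32 (-0.984 to 0.349). For the marks, medians here cover genes with peaks found in 1 list alone, without those that also have such peaks in the other list. Genes enter whether or not they changed, while the paper relates differential genes to differential peaks. It relates H3K27ac at enhancers to expression in PL versus LL, and the medians were -0.0439 for gained and -0.0469 for lost peaks. It relates H3K4me1 enrichment to higher expression in mutants, and by label the promoter medians were 0.00082 for gained and 1.65 for lost peaks.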

Other observations

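The counts on other splits given above were chosen only after the results were seen, and no further test was chosen so here.

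Single genes of feedback and stress were higher at the second LPS challenge, while the oxidative stress list was 5 higher and 2 lower of 15 (5 and 3 when adjusted over the list alone) in LL versus LP. Socs3, an inhibitor of cytokine receptor signalling, and Klf4, a transcription factor of activated macrophages, were higher in LL than in LP, with log2 fold changes of 5.35 and 4.75 (standard errors 0.30 and 0.34, adjusted p from 1.6e-08 to 1.4e-07) from edgeR's quasi-likelihood test. The haem oxygenase gene Hmox1 stood at 72.6 ± 1.94 CPM in LL and 29.8 ± 0.869 CPM in LP (SD, n = 3 each), at 1.29 (standard error 0.12, adjusted p = 3.1e-06). The superoxide dismutase gene Sod2 had a smaller second response, by -1.08 (standard error 0.18, adjusted p = 0.0077).

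In the Ercc1 mutant, immediate early genes were 2 higher and 6 lower of 17 (2 and 6 when adjusted over the list alone) in KO-LPS versus WT-LPS, and the lower count was 10 with limma and sva and with limma without sva and in a fit of the compared groups alone. Spry1, an inhibitor of receptor tyrosine kinase signalling, stood at 1.60 ± 0.614 CPM in KO-LPS and 25.7 ± 4.60 CPM in WT-LPS (SD, n = 3 each), with a log2 fold change of -4.01 (standard error 0.30, adjusted p = 3.2e-06) from edgeR's quasi-likelihood test. The immediate early genes Fos and Jun were lower, with log2 fold changes of -2.14 and -1.23 (standard errors 0.53 and 0.26, adjusted p from 0.004 to 0.0101). With PBS alone, Hlf, a transcription factor of the circadian PAR bZIP family, was lower in KO at -2.48 (standard error 0.28, adjusted p = 1.4e-04).

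Markers of other cells, which the sort was meant to leave out, differed in several comparisons. After LPS in KO, neuronal markers were 7 higher and 0 lower of 12 (8 and 0 when adjusted over the list alone) and astrocyte markers 5 higher and 0 lower of 9 (5 and 0 when adjusted over the list alone), and the higher astrocyte count was 3 without KO_PBS_638, KO_PBS_642 or KO_LPS_600. Oligodendrocyte markers were 0 higher and 2 lower of 8 (0 and 1 when adjusted over the list alone) in PL versus PP and 2 higher and 0 lower of 9 (3 and 0 when adjusted over the list alone) in WT-LPS versus WT-PBS. Endothelial markers were 1 higher and 1 lower of 4 (1 and 1 when adjusted over the list alone) in PL versus PP and 1 higher and 0 lower of 4 (2 and 1 when adjusted over the list alone) in KO-PBS versus WT-PBS. Monocyte markers were 2 higher and 0 lower of 5 (2 and 0 when adjusted over the list alone) in KO-PBS versus WT-PBS and 3 higher and 0 lower of 5 (3 and 0 when adjusted over the list alone) in KO-LPS versus WT-LPS. Border-associated macrophage markers were 2 higher and 1 lower of 8 (4 and 1 when adjusted over the list alone) in KO-PBS versus WT-PBS. Of the lymphocyte markers only Cd79b was measured, and it was lower in PL than in PP at -1.63 (standard error 0.21, adjusted p = 2.0e-05) from edgeR's quasi-likelihood test. Astrocyte markers were 2 higher and 1 lower of 9 (3 and 4 when adjusted over the list alone) in KO-PBS versus WT-PBS, and erythrocyte markers 1 higher and 0 lower of 5 (5 and 0 when adjusted over the list alone) in KO-LPS versus WT-LPS.

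Genes higher in both WT-LPS and KO-PBS, each against WT-PBS, number 90, where independent lists would share 19.7. Both comparisons use the WT-PBS libraries, and their fold changes had a covariance of 0.307 across genes beside 0.136 in simulated sets without any effect, and r of 0.254 beside 0.497. For PL versus PP with PL versus LL, r was 0.676 beside 0.487, and for KO-LPS versus KO-PBS with KO-LPS versus WT-LPS 0.437 beside 0.5. Genes are not independent replicates.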
